# CCL2/CCR2 Regulates the Tumor Microenvironment in *HER-2/neu*-Driven Mammary Carcinomas in Mice

**DOI:** 10.1371/journal.pone.0165595

**Published:** 2016-11-07

**Authors:** Xuguang Chen, Yunyue Wang, David Nelson, Sara Tian, Erin Mulvey, Bhumi Patel, Ilaria Conti, Juan Jaen, Barrett J. Rollins

## Abstract

Chronic inflammation is a hallmark of cancer. Inflammatory chemokines, such as C-C chemokine ligand 2 (CCL2), are often present in tumors but their roles in cancer initiation and maintenance are not clear. Here we report that CCL2 promotes mammary carcinoma development in a clinically relevant murine model of breast cancer. Targeted disruption of *Ccl2* slowed the growth of activated *Her2/neu*-driven mammary tumors and prolonged host survival. Disruption of *Ccl2* was associated with a decrease in the development and mobilization of endothelial precursor cells (EPCs) which can contribute to tumor neovascularization. In contrast, disruption of *Ccr2*, which encodes CCL2’s sole signaling receptor, accelerated tumor development, shortened host survival, and mobilized EPCs. However, pharmacological inhibition of CCR2 phenocopied *Ccl2* disruption rather than *Ccr2* disruption, suggesting that the *Ccr2*^*-/-*^ phenotype is a consequence of unanticipated alterations not linked to intact CCL2/CCR2 signaling. Consistent with this explanation, *Ccr2*^*-/-*^ monocytes are more divergent from wild type monocytes than *Ccl2*^*-/-*^ monocytes in their expression of genes involved in key developmental and functional pathways. Taken together, our data suggest a tumor-promoting role for CCL2 acting through CCR2 on the tumor microenvironment and support the targeting of this chemokine/receptor pair in breast cancer.

## Introduction

Tumor stroma contains a variety of immune cells, endothelial cells, and other mesenchymally derived cell types. Nearly all cancers are infiltrated by inflammatory cells [1–3] which are capable of suppressing or promoting tumor development depending on their phenotypes and abundance. Prominent among these cells are tumor-associated macrophages (TAMs) which can promote tumor growth, angiogenesis, and metastasis in some settings or stimulate anti-tumor immunity or kill tumor cells directly in others [3–6].

Chemokines are mediators of inflammation and immunity which can modulate TAM activity and influence cancer biology [7–9]. CCL2 (or monocyte chemotactic protein-1 (MCP-1)) is a major chemoattractant for monocytes, macrophages, memory T lymphocytes, and endothelial cells [10–12] and directly contributes to the pathogenesis of inflammatory diseases such as atherosclerosis, rheumatoid arthritis and diabetic nephropathy [13, 14]. CCL2 is also associated with the development and progression of several cancer types, including breast, ovarian and prostate [15–19]. Elevated levels of CCL2 in breast cancer biopsies correlate with increased TAM accumulation, more extensive tumor vascularization, and more aggressive clinical behavior [18, 20] and at least a portion of CCL2’s effects may be attributed to its ability to stimulate angiogenesis [21, 22]. Moreover, CCL2 may recruit other effector cells such as Ly-6C^hi^ inflammatory monocytes or mesenchymal stem cells that modulate tumor growth and progression [16, 23]. Recent data suggest that CCL2 may accomplish this through a cascade of chemokine expression involving CCL3 [24]. However, CCL2’s influence on cancer behavior is complex because, in some contexts, it may inhibit tumor growth by attracting tumor-suppressive immune cells [25].

CCL2’s sole signaling receptor is CCR2 [26] and mice carrying targeted disruptions of either *Ccl2* or *Ccr2* have concordant phenotypes in most inflammatory models [13, 27–29]. However, in other settings, the phenotypes of the ligand- and receptor-deleted mice diverge. For example, *Ccl2*^*-/-*^ mice are deficient in T_H_1-biased T cell polarization [27], while *Ccr2*^*-/-*^ mice are T_H_2-deficient [30]. The potential effects of this complex physiology on the behavior of cancers have not been fully explored.

Here, we used a mouse model of breast cancer in which the MMTV LTR drives activated *HER2/neu* (MMTV-*neu*) to investigate how CCL2 and CCR2 affect tumor development. Transgenic MMTV-*neu* mice spontaneously develop aggressive, multifocal mammary carcinomas that mimic many of the characteristics of human breast cancer [31]. We examined the behavior of these mammary carcinomas in mice carrying targeted deletions of *Ccl2* or *Ccr2*, as well as wild type mice treated with a small molecule antagonist of CCR2, and explored the effects of this chemokine ligand/receptor pair on the tumor microenvironment.

## Materials and Methods

### Antibodies

Fluorescent antibodies were purchased from BD Bioscience (Bedford, MA), eBioscience (San Diego, CA), or R&D Systems (Minneapolis, MN) Anti-murine CD31 rat monoclonal (clone Mec13.3) was purchased from Biocare Medical (Concord, CA). The MC-21 antibody against mouse CCR2 was a kind gift from Dr. Detlef Schlöndorff [32].

### Animal models

Wild type Balb/cJ and SCID mice were purchased from Jackson Laboratory (Bar Harbor, ME). MMTV-*neu* mice in an FVB background [31] were backcrossed ten generations into the Balb/cJ background. *Ccl2*^*-/-*^ [29] and *Ccr2*^*-/-*^ [27] (a gift from Israel Charo, University of California at San Francisco) mice in a Balb/cJ background were periodically backcrossed with Balb/cJ mice to reduce genetic drift. In order to place the MMTV-*neu* transgene in the proper background, MMTV-*neu* mice were crossed with *Ccl2*^*-/-*^ or *Ccr2*^*-/-*^ mice. Tumor growth in female *neu*^*+*^ animals was measured weekly using calipers. Protocols for this study were approved by the Institutional Animal Care and Use Committee at Dana-Farber Cancer Institute which is AAALAC accredited, and all animal use was in accordance with the Guide for the Use and Care of Laboratory Animals. Humane endpoints were used in all survival studies. In particular, mice were sacrificed using CO_2_ inhalation followed by cervical dislocation if any of the following endpoints were observed: their tumors reached 2 cm in diameter, their tumors were necrotic, or they were unable to reach food or water. All mice on this study were monitored daily and were administered analgesics or anesthetics if any suffering was observed such as rough hair coat, hunched posture, lethargy, persistent recumbency, labored breathing, or skin breakdown. No unexpected deaths were observed in this study.

### Cell culture

MCF7 and MDA-MB-231 cells were maintained in DMEM (Life Technologies, Grand Island, NY) supplemented with 10% FBS (Life Technologies), and SK-BR-3 cells were maintained in McCoy’s 5A medium (Life Technologies) plus 10% FBS. Human ECFC was purchased from Lonza (Walkersville, MD), and maintained in EBM-2 Basal Medium (Lonza) supplemented with EGM-2 SingleQuot Kit Suppl. & Growth Factors (Lonza). For primary mouse tumor cell isolation, tumors were harvested, cut into small pieces with scissors, and digested with collagenase (Sigma, St. Louis, MO). Cells were filtered through a 40 μm cell strainer, and cultured in DMEM supplemented with 10% FBS.

### CCL2 ELISA

Medium was collected and centrifuged to remove cell debris. Adherent cells were then lysed in 1% NP40 buffer. CCL2 was measured using the OptEIA Human MCP-1 ELISA Set (BD Bioscience). Murine Ccl2 was detected in mouse serum using a preconfigured Bio-Plex mouse cytokine assay (BioRad, Hercules, CA).

*Western blot*: Human mammary carcinoma cells treated with CCL2 neutralizing antibody (R&D Systems) or etoposide (Sigma) were lysed with RIPA buffer (Boston Bioproducts, Ashland, MA), proteins were separated on a 10% Ready Gel precast polyacrylamide gel (Bio-Rad), transferred to a PVDF membrane (Bio-Rad), and probed with a rabbit polyclonal antibody against PARP (Cell Signaling, Danvers, MA). The membrane was then incubated with horseradish peroxidase (HRP)-conjugated secondary antibody and developed using SuperSignal West Pico Chemiluminescent Substrate (Thermo Fisher Scientific, Rockford, IL).

### Cell proliferation assay

Cells were incubated with [^3^H]thymidine at 1 μCi per 500 μL in complete medium containing 10% fetal bovine serum for 24 hrs, and lysed with 0.2 N NaOH for 20 min at room temperature. The lysates were analyzed using a Wallac 1450 MicroBeta TriLux Scintillation Counter (PerkinElmer, Waltham, MA).

### CCX872 treatment

CCX872, a small molecule antagonist of CCR2, was provided by ChemoCentryx (Mountain View, CA). CCX872 is highly specific for CCR2 compared to other chemokine receptors as well as receptors for C5a and fMLP. Its IC_50_ for blocking binding of radiolabeled CCL2 to human CCR2 is 3 nM; its IC_50_ for inhibiting human CCR2-mediated chemotaxis is 32 nM while its IC_50_ for inhibiting murine CCR2-mediated chemotaxis is 69 nM. At a daily dose of 10 mg/kg in mice CCX8782 ameliorated renal dysfunction in diabetic mice to nearly the same extent as 100 mg/kg (Zhenhua Miao, ChemoCentryx, Mountain View, CA, personal communication; see S1 File.). Female MMTV-*neu* littermates were randomly divided into vehicle and treated groups. Mice were given daily subcutaneous injections of 100 μL vehicle (1% HPMC, 0.1% Tween 80) or CCX872 at 2 mg/mL in the same vehicle beginning at 4 weeks of age. Tumors were measured twice weekly using calipers, and volume was averaged.

### Human breast cancer xenograft model

MDA-MB-231 cells were stably transfected with a luciferase reporter gene, and 10^7^ cells in 100 μL PBS containing 5% Matrigel (Life Technologies) were injected into the fourth mammary gland of SCID mice. Injected mice were randomized 1 week after injections, and given subcutaneous injections of isotype antibody or ABN912 antibody against human CCL2 at a dose of 100 or 400 μg [14]. Four more injections were given at an interval of twice weekly. Bioluminescence imaging using a Xenogen instrument (Perkin Elmer) was performed after each injection.

### Tissue microarray (TMA) and immunohistochemistry

Tumors from mice at 60, 80, 100, 120 and 140 days of age were harvested and paraffin-embedded. Five tumor blocks from each genotype at each time point were used to construct a TMA. TMAs were stained for Ki-67, vWF, Mac2, B220, or CD3 with the Vector M.O.M. kit (Vector Laboratories, Burlingame, CA) as directed by the manufacturer. Adjacent sections were stained with isotype controls. TMAs were then imaged, and analyzed quantitatively using Image J software. CD31 staining was performed on slides and quantified by acquiring color images from three fields (0.75 mm x 0.75 mm [2048 pixels x 2048 pixels]) from each slide using a Nikon Eclipse E600 microscope fitted with a SPOT Insight 4.0 camera at 200X. The areas (number of pixels) of vascular structures in each image defined by CD31 staining were quantified and tabulated using ImageJ. Areas of CD31 staining consisting of fewer than 400 pixels were not included in subsequent statistical analysis. Five slides from 5 mice were analyzed for each genotype at each time point (except for *Ccr2*^*-/-*^ at 80 days for which only 4 slides were analyzed). Three images from each slide were analyzed and the average area of CD31 staining per image was determined for each slide. In order to capture small vessel staining, only individual areas of staining with fewer than 10,000 pixels in area were counted.

### Flow cytometry

Peripheral blood was collected from the inferior vena cava of sacrificed mice into EDTA-coated tubes. Bone marrow was flushed from femurs of the same mice in MACS buffer (PBS containing 0.5% BSA and 2 mM EDTA). Spleens were minced, and passed through a 40-micron cell strainer (BD Bioscience) twice. Tumors (usually more than three) from the same mice were minced together with scissors and blades, and were digested in 5 mL RPMI containing 1% collagenase IV (Worthington Biochemical Corporation, Lakewood, NJ) and 1% hyaluronidase (Sigma) at 37°C for 1 hour, and then 10 units/mL DNase I (Worthington) for 15 min. Erythrocytes in blood samples were lysed with RBC Lysis Buffer Solution (eBioscience), and erythrocytes in spleen, bone marrow, and tumor samples were lysed using ACK buffer (Lonza). Erythrocyte-depleted samples were filtered again using a 40-micron cell strainer before staining with fluorescently labeled antibodies in MACS buffer for flow cytometry. When applicable, stained cells were washed with PBS and stained with the viability stain eFluor 506 (eBioscience) in PBS for 30 min before flow analysis. Flow cytometry was performed on an LSR II instrument using proper filters for each fluorophore. Compensation controls were run at the same time using BD CompBeads (BD Bioscience) stained with the same antibodies as those used for cells. Spectral compensations were performed post-acquisition using FlowJo software (Tree Star, Ashland, OR). Gatings were performed based on FMO controls acquired in parallel.

### Monocyte isolation by flow cytometry

Monocytes were defined by the absence of markers for T cells (CD4^–^CD8^–^), B cells (B220^–^), NK cells (NK1.1^–^), dendritic cells (CD11c^–^), neutrophils (Ly-6G^–^) and eosinophils (CCR3^–^) and by the presence of CD11b and Ly-6C. Blood from five wild type, *Ccl2*^*-/-*^, or *Ccr2*^*-/-*^ mice at 14–18 weeks of age was pooled and erythrocytes lysed. Erythrocyte-free blood cells were mixed with the following antibodies at 1:100 dilution (1:10 for CCR3): CD4-PE, CD8-PE, B220-PE, Ly-6G-PE, MHC II-PE (BD Bioscience) and CCR3-PE (R&D Systems), and passed through an LD cell separation column (Miltenyi Biotech, Auburn, CA). Cells in the flowthrough were centrifuged, stained with CD11b-PE antibody at 1:100 dilution, and passed through an MS column (Miltenyi). Positively selected cells were eluted with MACS buffer.

*cDNA Microarray*: Purified monocytes were centrifuged, and total RNA was isolated using RNeasy (QIAGEN, Valencia, CA). RNA quality was assessed using a Nanodrop spectrophotometer and Bioanalyzer. cDNA was synthesized, fluorescently tagged, and hybridized to a Mouse Gene 1.0 ST array (Affymetrix, Santa Clara, CA). Scanned fluorescent images were analyzed using the dChip software. Comparison among samples was conducted using the parameters E/B or B/E >1.2 AND E-B or B-E >100. Gene ontology studies were performed with the GSEA software using the GO Biological Processes of gene ontology (GO) gene sets. Permutation type was set to gene_set and 1000 permutations were conducted. All expression array files are available through GEO. Accession numbers are: GSE88962, GSM2356474, GSM2456475, GSM2456476, GSM2456477, GSM2456478, GSM2456479, GSM2456480, GSM2456481, and GSM2456482.

### Chemotaxis assay

Human ECFC cells were trypsinized and resuspended in 0.1% BSA/RPMI at 10^6^/mL. One hundred μl of cell suspension was added to the upper well of a 24-well Transwell plate with 6.5 mm inserts with pore size of 8.0 μm (Corning Inc, Corning, NY). RPMI (600 μL) containing 0.1% BSA and the indicated concentration of purified CCL2 was added to the lower chamber. Four replicates were included for each treatment, and the assay was terminated at 16 hr. Cells on the bottom of the transwells were fix with methanol at -20°C, and stained with methyl green (0.5% in 0.1M sodium acetate buffer with pH 4.2) at room temperature for 5 min before examination with an inverted microscope. Cells were counted and averaged over 10 randomly chosen fields.

## Results

### Targeted deletions of Ccl2 or Ccr2 have disparate effects on mammary carcinoma behavior in mice

To test the effect of CCL2 on the behavior of *HER2/neu*-driven mammary carcinomas, we compared the overall survival of mice carrying the MMTV-*neu* transgene and a targeted deletion of *Ccl2* (*neu*^*+*^*Ccl2*^*-/-*^) to mice carrying the MMTV-*neu* transgene alone (*neu*^*+*^). Fig 1A shows that CCL2-deficient *neu*^*+*^ mice survived significantly longer than *neu*^*+*^ mice. Tumor-free survival i.e., the age at which tumors first appear, was unchanged in *neu*^*+*^*Ccl2*^*-/-*^ mice compared to *neu*^*+*^ mice (Fig 1B) but the rate of tumor growth measured as total tumor burden (Fig 1C) or as the rate of growth of the single largest tumor mass (Fig 1D) was slower in the CCL2-deficient background. Thus, while CCL2 does not affect the age at which tumors first appear, it stimulates their growth once they do appear, hence shortening overall survival. In an attempt to confirm this tumor-promoting effect of CCL2, we developed CCR2-deficient mice carrying the MMTV-*neu* transgene (*neu*^*+*^*Ccr2*^*-/-*^) in the same Balb/c strain background as *neu*^*+*^*Ccl2*^*-/-*^ and *neu*^*+*^ mice. Paradoxically, CCR2 disruption significantly shortened survival (Fig 1A). This correlated with earlier appearance (Fig 1B) and more rapid early growth (Fig 1C and 1D) of tumors in *neu*^*+*^*Ccr2*^*-/-*^ mice.

**Fig 1:**
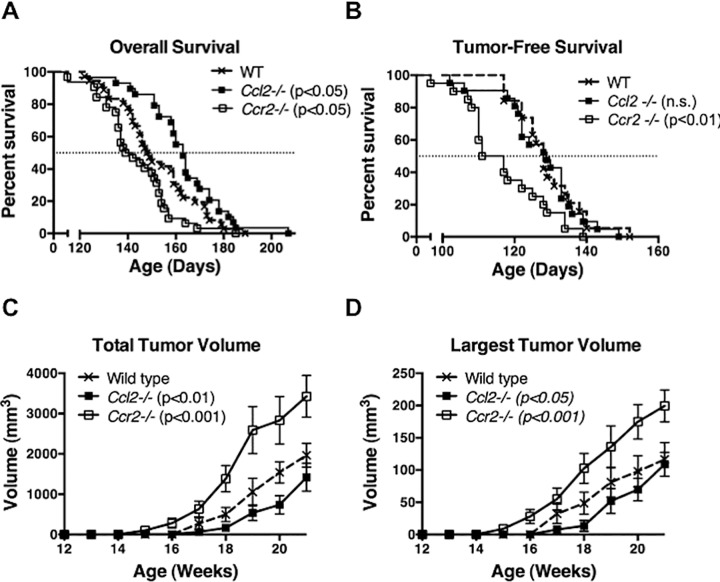
Effect of genetic disruption of *Ccl2* or *Ccr2* on *Her2/neu*-driven mammary carcinoma development. (**A and B**) Overall survival and tumor-free survival of *neu*^*+*^ (n = 36), *neu*^*+*^*Ccl2*^*-/-*^ (n = 29), and *neu*^*+*^*Ccr2*^*-/-*^ (n = 32) mice. Median survivals were compared using Log-rank (Mantel-Cox) test; (**A**) p < 0.05 for both wild type *versus Ccl2*^*-/-*^ and wild type *versus Ccr2*^*-/-*^; (**B**) not significant (n.s.) wild type *versus Ccl2*^*-/-*^, p < 0.01 wild type *versus Ccr2*^*-/-*^. (**C and D**) Growth of *Her2/neu*-driven mammary carcinoma in wild type, *Ccl2*^*-/-*^ and *Ccr2*^*-/-*^ mice measured as total tumor volume in a mouse (**C)** or as the volume of the single largest tumor mass in a mouse **(D)**. Because the stochastic risk of malignant transformation is the same for any mammary epithelial cell in this model, multiple tumor masses were often observed in single mammary glands. Thus the total tumor volume in a mouse (**C**) could exceed the theoretical limit of ten times the single largest tumor mass (**D**) (based on ten mammary glands per mouse). Different strain backgrounds produced no differences in the number of tumors per mouse. Comparisons were made by two-way ANOVA; (**C**) p<0.05 *Ccl2*^*-/-*^ *versus* wild type, p<0.001 *Ccr2*^*-/-*^ *versus* wild type; (**D**) p<0.05 *Ccl2*^*-/-*^ *versus* wild type, p<0.001 *Ccr2*^*-/-*^ *versus* wild type.

### Pharmacologic inhibition of CCR2 phenocopies targeted disruption of Ccl2

The disparate effects of *Ccl2 versus Ccr2* disruption on the behavior of *HER2/neu*-driven mammary carcinomas could be due to the influence of other CCR2 ligands in CCL2-deficient mice or the effects of CCL2 on an as yet unidentified receptor in CCR2-deficient mice. Alternatively, these results could be the consequence of unanticipated alterations that occur in response to genetic disruption of *Ccl2* or *Ccr2*. To test these possibilities, we treated *neu*^*+*^ mice with CCX872, a specific small-molecule antagonist of CCR2. CCX872 prolonged overall survival of *neu*^*+*^ mice without extending their tumor-free survival (Fig 2A and 2B) and suppressed tumor growth (Fig 2C and 2D). Thus the effects of CCX872 are similar to those of *Ccl2* disruption and different from those of *Ccr2* disruption (compare Fig 1). This suggests that the CCL2/CCR2 axis promotes tumor growth in the MMTV-*neu* model and genetic disruption of *Ccr2* promotes tumor growth through other pathways.

**Fig 2:**
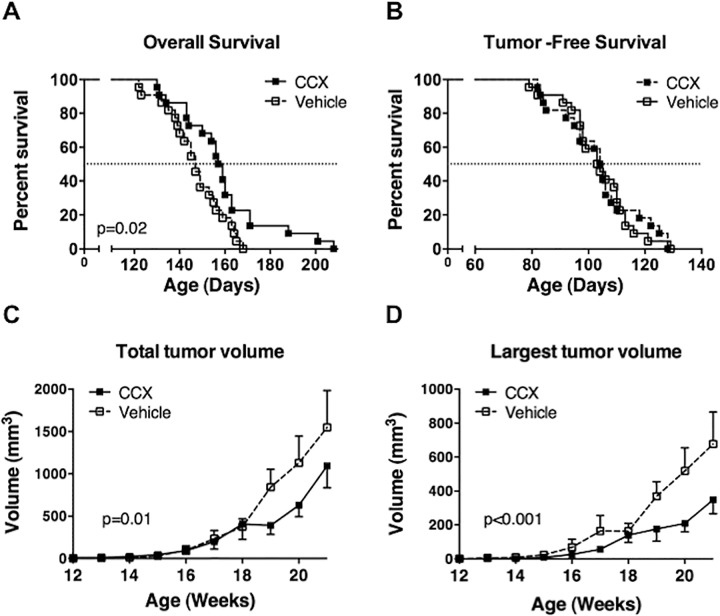
Effect of pharmacologic inhibition of CCR2 on mouse mammary carcinoma development. (**A** and **B**) Overall survival and tumor-free survival of *neu*^*+*^ mice treated with the CCR2 antagonist CCX872 (n = 26) or vehicle (n = 25). Median survivals were compared using Log-rank (Mantel-Cox) test. Mice were sacrificed when the diameter of any single tumor reached 2 cm, if a tumor became necrotic, or if mice were unable to reach food or water (**C** and **D**) Tumor growth in mice treated with CCX872 or vehicle measured as total tumor volume in a mouse **(C)** or as the volume of the single largest tumor mass in a mouse **(D)**. Tumors were measured twice weekly and averaged. Comparisons were made by two-way ANOVA.

### Expression of genes involved in monocyte development and function are significantly altered in Ccr2^-/-^ monocytes

Our results raise the possibility that *Ccr2* deletion may produce changes that lead to paradoxical effects on *HER2/neu*-driven tumor growth. 

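Circulating monocytes of tumor-free wild type, Ccl2-/- and Ccr2-/- mice were profiled on Affymetrix Mouse Gene 1.0 ST arrays, which read each gene through probes spread along its transcript. There were 3 arrays per genotype, 9 in all, and each array held RNA from a pool of 5 mice. Monocytes were purified by depleting cells that carried CD4, CD8, B220, Ly-6G, MHC class II or CCR3 and then selecting CD11b-positive cells. The study's definition of a monocyte also requires the absence of NK1.1 and CD11c, markers of NK cells and dendritic cells, and the listed depletion antibodies include neither. Ccr2, the receptor for CCL2, had a log2 intensity of 13.09 ± 0.15 (SD, n = 3 arrays) in wild type, 12.76 ± 0.16 in Ccl2-/- and 9.44 ± 0.03 in Ccr2-/- monocytes. It was 0.0797-fold of wild type in Ccr2-/- monocytes (limma adjusted p = 4.33e-06). The Ccl2 probe set read 8.98 ± 0.21 (SD, n = 3 arrays) in wild type and 9.46 ± 0.36 in Ccl2-/- monocytes. Where its probes lie relative to the deleted part of Ccl2 is not given in the sources used here, so this value checks nothing.

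The deposited values are linear intensities that the authors computed with dChip, and the paper's text names neither its normalization nor its expression model. The median intensity was 324.1 to 355.1 in the arrays other than Ccl2-/- replicate 1, where it was 430.8. Within a genotype, the mean correlation of an array with the others across genes was 0.981 to 0.994, and 0.972 for Ccl2-/- replicate 1, which was the farthest of its group for 12466 of 19938 genes. Of the transcript clusters, 21789 carry 1 gene symbol, 1621 carry several and 12102 carry none, and 19938 genes were tested. Values below 1 were set to 1, log2 was taken, and the genotypes were compared with limma, with Benjamini-Hochberg adjustment over all genes and calls at an adjusted p under 0.05. The size limits of the methods section, a ratio over 1.2 and a difference over 100, were applied to the group means as well. The settings, the alternatives and 37 gene lists were fixed before the data were examined, and the lists were tested with limma's camera at a preset correlation between genes of 0.01. None of the 37 lists passed with an estimated correlation in either comparison with wild type, so that value is given beside each list shifted at the preset correlation. The number of arrays limits the precision. In data simulated from these arrays for Ccr2-/- against wild type, 2% of genes changed 1.2-fold were called, 50% of those changed 1.5-fold, 88% of those changed 2-fold and 96% of those changed 3-fold. These rates come from 50 changed genes of each size, 200 in all. They may differ in the real comparison, where 2648 genes were called.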

To find evidence for such changes, we analyzed gene expression profiles of circulating monocytes isolated from tumor-free wild type, *Ccl2*^*-/-*^, and *Ccr2*^*-/-*^ mice. The proportion of circulating monocytes was the same in all three genotypes (Fig 3A). (Interestingly, the presence of mammary carcinomas reduced the number of circulating monocytes [discussed in more detail, below]). However, monocytes are broadly comprised of two distinct populations: Ly-6C^hi^ inflammatory monocytes are CCR2^+^CX_3_CR1^lo^ while Ly-6C^lo^ monocytes are CCR2^-^CX_3_CR1^hi^ [33, 34], and disruption of *Ccl2* or *Ccr2* specifically suppressed Ly6C^hi^ monocytes (Fig 3B). While *Ccl2* and *Ccr2* disruption affected the abundance of these monocyte subsets similarly, expression array analysis showed a more profound alteration in *Ccr2*^*-/-*^ monocytes than *Ccl2*^*-/-*^ monocytes compared to wild type: *Ccl2*^*-/-*^ monocytes showed significant differences in the expression of 808 genes compared to wild type monocytes (Fig 3C). 

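Mid1, which encodes a microtubule-associated ubiquitin ligase, was 19.2-fold higher in Ccl2-/- than in wild type monocytes. Its log2 intensity was 8.16 ± 0.03 (SD, n = 3 arrays) in wild type, 12.42 ± 0.13 in Ccl2-/- and 8.32 ± 0.23 in Ccr2-/- monocytes (log2 fold change of Ccl2-/- over wild type 4.27, standard error 0.12, limma adjusted p = 3.18e-06). Sema6a, a transmembrane semaphorin, rose 2.65-fold (adjusted p = 0.00586). Dhx40, an RNA helicase, fell to 0.436-fold (adjusted p = 0.000271), and Wfdc17, a whey acidic protein domain gene, fell to 0.452-fold (adjusted p = 0.00586). The collagen-binding integrin subunit Itga1 fell to 0.549-fold (adjusted p = 0.00555), and Rtf2, which acts at stalled replication forks, fell to 0.582-fold (adjusted p = 0.00586). The others of the 10 largest rises were Clec3a, Gfra2, Itgb3, Serpinb9b, Hid1, Pla2g5, Xaf1 and Hsph1 (1.74- to 2.87-fold, adjusted p 0.00857 to 0.0413), and of the 10 largest falls Abca6, Serpinb1a, Adam19, Prkar2b, Plppr4 and Cd177 (0.425- to 0.583-fold, adjusted p 0.00857 to 0.0486). For each of these genes every Ccl2-/- array lay beyond every wild type array. Of 23 measured NK cell genes, 1 rose, the NK receptor subunit Klrc1 (1.64-fold, adjusted p = 0.0493), and 21 were higher when adjusted over the list alone. The median of the NK cell list was 1.42-fold of wild type (camera adjusted p = 5.68e-19; adjusted p = 0.251 with an estimated correlation).

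Over 19938 genes, 15 rose and 17 fell in Ccl2-/- monocytes by limma, and 2613 had an unadjusted p under 0.05 where 997 are expected by chance. In 18.7% of genes the Ccl2-/- and wild type arrays did not overlap, against 10% by chance. The size limits of the methods section took in 2313 genes, 1563 higher and 750 lower, among them all 32 genes past the limma test. The split was 811 higher and 1108 lower after quantile normalization, and 524 and 1602 with each array scaled to one median. In simulated groups with no change, 421 genes on average were past the same limits (381 to 464). These groups hold no shift of a whole array, such as the higher median of Ccl2-/- replicate 1. The count was 1093 without that array, so the gap between 421 and 2313 does not measure true changes. The median log2 change over all genes was 0.08 in Ccl2-/- monocytes and -0.03 with each array centred on its median, which takes 0.12 from the log2 change of every gene. After centring, the log2 change was 4.15 for Mid1, 1.29 for Sema6a, -1.31 for Dhx40, -1.26 for Wfdc17, -0.98 for Itga1, -0.90 for Rtf2 and 0.59 for Klrc1, whose adjusted p became 0.0739.

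The limma count of 32 genes was 6, 8 and 9 without wild type replicates 1, 2 and 3, 6 and 476 without Ccl2-/- replicates 2 and 3, and 18, 15 and 18 without Ccr2-/- replicates 1, 2 and 3. It was 366 with an intensity trend, 105 with an offset of 50 and 2 in a fit of the 6 arrays compared, where Sema6a, Wfdc17, Itga1 and Rtf2 had an adjusted p of 0.085 to 0.108. Klrc1 lost its call without any array other than Ccl2-/- replicate 3 (adjusted p 0.0637 to 0.253), and Sema6a without wild type replicate 1 (0.0504). The other genes of the largest rises and falls, from Clec3a to Cd177, each lost their call in the fit of 6 arrays (0.085 to 0.29), without wild type replicate 1 or Ccl2-/- replicate 2 (0.067 to 0.253), and without 1 or more of wild type replicates 2 and 3, the Ccr2-/- arrays and, for Serpinb1a, Ccl2-/- replicate 1 (0.0537 to 0.183), and Adam19, Prkar2b and Cd177 also with quantile normalization or centring (0.0507 to 0.0698). The count past the size limits was 1093 without Ccl2-/- replicate 1 and 3995 without Ccl2-/- replicate 3.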

Although expression of 766 of these genes were also altered in *Ccr2*^*-/-*^ monocytes, these cells showed significant changes in 1621 additional genes suggesting a much more profound departure from the wild type expression profile than *Ccl2*^*-/-*^ monocytes.

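In Ccr2-/- monocytes 978 genes rose and 1670 fell compared to wild type (limma). All 23 measured NK cell genes rose, with a median of 1.83-fold (camera adjusted p = 1.93e-26; adjusted p = 0.139 with an estimated correlation). Among them Klra3, an NK cell receptor of the Ly49 family, was 11.91 ± 0.06 (SD, n = 3 arrays) on the log2 scale in wild type and 12.92 ± 0.09 in Ccr2-/- monocytes (2.02-fold, limma adjusted p = 0.000547). Of 20 genes of monocytes and macrophages in general, 14 fell (15 adjusted over the list alone), with a median of 0.797-fold (camera adjusted p = 3.18e-09; adjusted p = 0.181 with an estimated correlation). The 10 genes with the largest rises included Klra5, another Ly49 receptor (4.08-fold, adjusted p = 0.00109), Gpx8, a peroxidase of the endoplasmic reticulum (2.87-fold, adjusted p = 0.000765), Samd3 (2.80-fold, adjusted p = 0.000576), the helicase Ddx43 (2.79-fold, adjusted p = 0.000746) and the potassium channel subunit Kcnj8 (2.78-fold, adjusted p = 0.00103). Abca6, a lipid transporter, fell to 0.245-fold (adjusted p = 0.000208), Maob, a monoamine oxidase, to 0.25-fold (adjusted p = 0.000719), and Clec10a, a lectin of macrophages and dendritic cells, to 0.254-fold (adjusted p = 0.00103). The others of the 10 largest rises were Cldnd2, Clnk, Gfra2, Clip4 and Zdhhc15 (2.56- to 2.71-fold, adjusted p 0.000386 to 0.00076). Those of the 10 largest falls were Ccr2, Olfr834, Mmp8, Cd177, Abca9, Atrnl1 and Clec5a (0.0797- to 0.277-fold, adjusted p 4.33e-06 to 0.00476, with Olfr834 at 0.355 with an offset of 50). On the log2 scale Olfr834 read 1.566 to 3.118 in wild type and 0 to 0.227 in Ccr2-/- arrays. These values lie near the floor set before log2, so the fold and rank of Olfr834 carry no weight. In 33.9% of genes the Ccr2-/- and wild type arrays did not overlap.

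The test called 26 genes in both knockouts in the same direction, 10 higher and 16 lower. If the calls were independent, 0.736 and 1.42 would be shared, which leaves out that both comparisons use the same wild type arrays. The count of 26 is limited by the 32 calls in Ccl2-/- monocytes. Of the 2648 genes called in Ccr2-/- monocytes, 2561 (96.7%) changed in the same direction in Ccl2-/- monocytes. The median ratio of their Ccl2-/- to their Ccr2-/- log2 change was 0.424. Both values also rest on the shared wild type arrays. The interferon-induced Xaf1 passed in opposite directions, higher in Ccl2-/- (1.85-fold, adjusted p = 0.0413) and lower in Ccr2-/- monocytes (log2 fold change -0.49, adjusted p = 0.0273). Mid1, Rtf2, Itgb3, Clec3a and Pla2g5 passed in Ccl2-/- and not in Ccr2-/- monocytes. By the size limits, 3144 genes differed in Ccr2-/- monocytes, 1308 higher and 1836 lower. Of these, 1189 were also past the limits in Ccl2-/- monocytes, 1180 of them in the same direction, 1955 were past the limits in Ccr2-/- and 1124 in Ccl2-/- monocytes alone. Independent lists would share 102.5 higher and 69.06 lower genes, and simulated unchanged groups with shared wild type arrays gave 132 shared genes (109 to 161). Neither allows for variation that real arrays share across genes.

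The count of 2648 was 1714 without wild type replicate 1, 1663 and 1703 without Ccr2-/- replicates 1 and 2, and 1690 with each array centred on its median. The 26 shared genes were 4, 6 and 6 without wild type replicates 1, 2 and 3, 4 and 437 without Ccl2-/- replicates 2 and 3, 14, 12 and 15 without Ccr2-/- replicates 1, 2 and 3, 351 with an intensity trend, 98 with an offset of 50 and 1 in fits of 6 arrays. Without Ccl2-/- replicate 1 the size limits gave 174 genes in Ccl2-/- monocytes alone, without replicate 2 1863, without replicate 3 2440 and without wild type replicate 3 731. The same count was 643 with quantile normalization, 576 with each array scaled to one median and 534 with the median of each group. Xaf1 in Ccl2-/- monocytes lost its call when most single arrays were left out (adjusted p 0.0537 to 0.239), with quantile normalization (0.0521) and with centring (0.109), and in Ccr2-/- monocytes without any wild type array or Ccr2-/- replicates 2 or 3 (0.0508 to 0.11) and with centring (0.0647). Calls were also lost without most single arrays for Clec3a (0.061 to 0.164; 0.0551 with quantile normalization) and Pla2g5 (0.0802 to 0.217), and for Itgb3 without wild type replicates 1 and 2 or Ccl2-/- replicate 2 (0.0959 to 0.125). From the number of additional genes altered in Ccr2-/- monocytes, the paper proposes that these cells depart much further from the wild type expression profile than Ccl2-/- monocytes do.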

**Fig 3:**
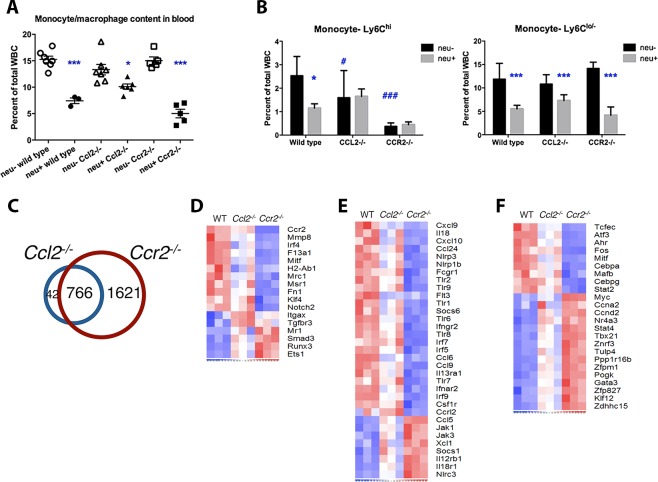
Gene expression profiling of wild type, *Ccl2*^*-/-*^ and *Ccr2*^*-/-*^ monocytes. (**A**) Monocyte proportions in the blood of tumor-free and tumor-bearing wild type, *Ccl2*^*-/-*^ and *Ccr2*^*-/-*^ mice were measured using flow cytometry. (Total leukocyte counts were similar in all three genotypes and unaffected by tumors.) Results were compared using one-way ANOVA and Bonferroni’s multiple comparison test; *, p < 0.05; ***, p < 0.001 comparing *neu*^*-*^ *versus neu*^*+*^ within each genotype. (**B**) Quantitation of Ly-6C^hi^ and Ly-6C^lo/–^monocytes as percentages of total blood leukocytes. Comparisons were made by multiple t-tests. *, p < 0.05; ***, p < 0.001, *neu*^*-*^ *versus neu*^*+*^ within each genotype. #, p < 0.05; ###, p < 0.001, wild type *versus Ccl2*^*-/-*^ or *Ccr2*^*-/-*^ mice. **(C)** Venn diagram of genes differentially expressed between wild type and *Ccl2*^*-/-*^ monocytes, and between wild type and *Ccr2*^*-/-*^ monocytes; 766 genes overlap between the two sets, 42 are unique to the *Ccl2*^*-/-*^ set and 1621 are unique to the *Ccr2*^*-/-*^ set. (**D-F**) Heat maps of genes that characterize Ly-6C^hi^ *versus* Ly-6C^lo/–^monocytes **(B)**, monocyte development and function **(C)**, and transcription factors **(D)**.

To explore the implications of these alterations, we examined expression levels of specific genes that are markers for Ly-6C^hi^ and Ly-6C^lo/–^monocytes [34]. Compared to wild type, *Ccl2*^*-/-*^ monocytes showed a bias toward the Ly-6C^lo^ signature, including reduced expression of *Mmp8*, *Irf4*, *Msr1* and *Klf4* and augmented expression of *Tgfbr3*, *Mr1*, *Runx3* and *Ets1*; however, this shift was more pronounced in *Ccr2*^*-/-*^ monocytes (Fig 3D). In addition, *Ccr2*^*-/-*^, but not *Ccl2*^*-/-*^, monocytes expressed lower levels of developmental genes such as *Csf1r* and *Flt3*, as well as genes encoding immune molecules including chemokines, NOD-like receptors, toll-like receptors, interferon regulatory factors, and type I and II interferon receptors (Fig 3D). 

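The Ly-6Chi marker genes Mmp8, Irf4, Msr1 and Klf4 fell in Ccr2-/- monocytes. Mmp8, a collagenase, was 11.94 ± 0.34 (SD, n = 3 arrays) on the log2 scale in wild type, 11.09 ± 0.15 in Ccl2-/- and 9.90 ± 0.22 in Ccr2-/- monocytes, where it fell to 0.243-fold (limma adjusted p = 0.000579). Irf4, a transcription factor of the interferon regulatory factor family, fell to 0.321-fold (adjusted p = 0.0043), Msr1, a scavenger receptor, to 0.55-fold (adjusted p = 0.00914), and Klf4, a transcription factor of monocyte differentiation, to 0.719-fold (adjusted p = 0.0246). Of the Ly-6Clo genes, Runx3 rose 1.69-fold (adjusted p = 0.000834), Ets1 1.73-fold (adjusted p = 0.00381) and Mr1, which presents metabolites to T cells, 1.31-fold (adjusted p = 0.0365). Tgfbr3, a co-receptor for TGF-β, was 1.21-fold of wild type (adjusted p = 0.0927). None of the 8 genes passed the limma test in Ccl2-/- monocytes, and 5 had an unadjusted p under 0.05. Their log2 changes were -0.85 for Mmp8 (adjusted p = 0.102), -1.08 for Irf4 (0.141), -0.26 for Msr1 (0.493), -0.003 for Klf4 (0.99; -0.12 with centring), 0.45 for Tgfbr3 (0.0916), 0.14 for Mr1 (0.534; 0.02 with centring), 0.44 for Runx3 (0.0774) and 0.41 for Ets1 (0.221).

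Compared directly between Ccr2-/- and Ccl2-/- monocytes, Mmp8 was lower in Ccr2-/- (0.438-fold, limma adjusted p = 0.0174), and the other 7 genes had an adjusted p of 0.0603 to 0.33. Of 11 measured genes of Ly-6Chi monocytes, 10 fell in Ccr2-/- monocytes, with a median of 0.4-fold (camera adjusted p = 3.58e-12; adjusted p = 0.139 with an estimated correlation), among them the transglutaminase subunit F13a1 (0.392-fold, adjusted p = 0.000322) and the glutathione transferase Mgst1 (0.374-fold, adjusted p = 0.00038). None passed in Ccl2-/- monocytes (6 lower adjusted over the list alone, 9 at an unadjusted p under 0.05), with a median of 0.74-fold (camera adjusted p = 5.27e-10; adjusted p = 0.251 with an estimated correlation), and 8 were lower in the direct comparison. Of 17 measured Ly-6Clo genes, 2 rose in Ccl2-/- monocytes (3 adjusted over the list alone), the tetraspanin Cd9 (1.45-fold, adjusted p = 0.0334) and the integrin Itgb3 (1.98-fold, adjusted p = 0.0141), with a median of 1.13-fold, or a log2 change of 0.18 and 0.06 after centring (camera adjusted p = 1.22e-05; adjusted p = 0.389 with an estimated correlation). In Ccr2-/- monocytes Cd9 (1.68-fold, adjusted p = 0.000612) and Spn, or CD43 (1.31-fold, adjusted p = 0.0198) rose, and the list's median was 0.996-fold with a mean log2 change of 0.07 (camera adjusted p = 0.36). The NK cell list averaged 11.36 ± 0.09 (SD, n = 3 arrays) in wild type, 11.87 ± 0.17 in Ccl2-/- and 12.27 ± 0.05 in Ccr2-/- monocytes, and so moved with the genes that rose.

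Of 17 measured genes displayed in Fig 3D, 4 rose and 10 fell in Ccr2-/- monocytes and none passed in Ccl2-/- monocytes (5 higher and 8 lower adjusted over the list alone and at an unadjusted p under 0.05). The paper presents them as known markers of the subsets and does not say how those displayed were selected. With an intensity trend Mmp8 (adjusted p = 0.0355), Tgfbr3 (0.0296) and Runx3 (0.0143) passed in Ccl2-/- monocytes, and without Ccl2-/- replicate 3 Irf4 (0.0233) and Runx3 (0.0332) did. In Ccr2-/- monocytes Klf4 lost its call without wild type replicates 1 and 3 or Ccr2-/- replicates 1 and 2 (0.0597 to 0.0948), with quantile normalization (0.0588) and with centring (0.0948), Mr1 without any wild type or Ccr2-/- array (0.0572 to 0.136) and with centring (0.135), and Spn without any Ccr2-/- array (0.0554 to 0.0769) and with centring (0.142). The direct call of Mmp8 was lost without Ccl2-/- replicate 3 or Ccr2-/- replicates 1 and 2 (0.0583 to 0.0855), and the Ccl2-/- calls of Cd9 without any array but Ccl2-/- replicates 1 and 3 (0.0803 to 0.217) and with quantile normalization (0.0625), and of Cd9 and Itgb3 with centring (0.253 and 0.0661). Without wild type replicate 3 the Ly-6Clo list passed in Ccr2-/- monocytes (camera adjusted p = 0.00899).

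**Figure D1:**
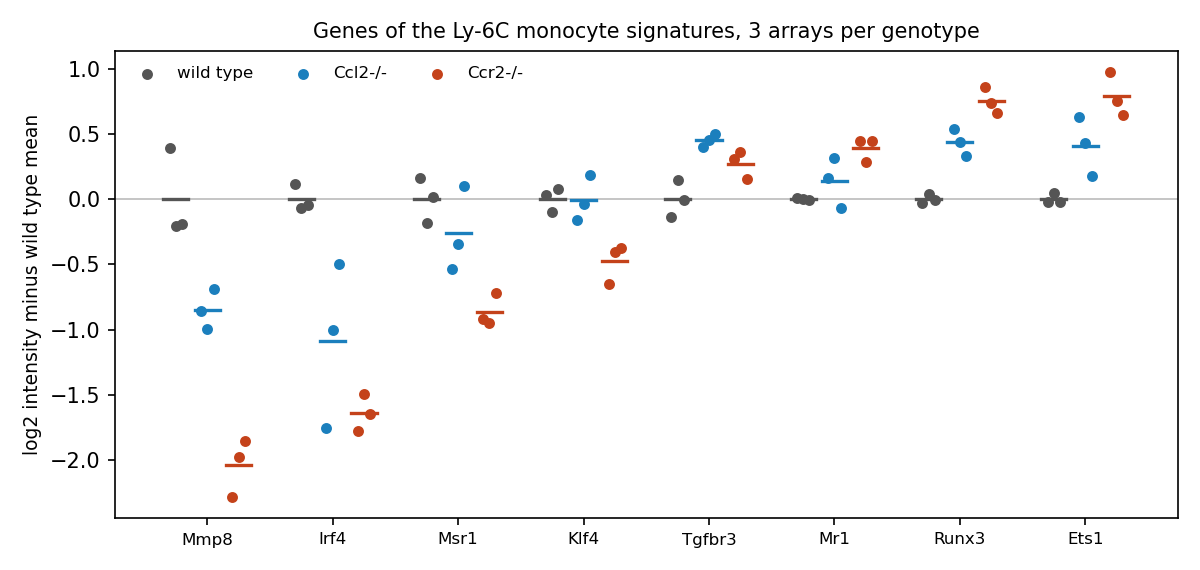
Log2 intensity of the 8 genes minus the wild type mean, in wild type, Ccl2-/- and Ccr2-/- monocytes. Each point is an array of 5 pooled mice and each bar is the mean of 3 arrays. Mmp8 had a mean log2 change of -2.04 in Ccr2-/- and -0.85 in Ccl2-/- monocytes.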

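Csf1r, the receptor for the monocyte growth factor CSF-1, fell to 0.776-fold in Ccr2-/- monocytes (log2 fold change -0.37, standard error 0.07, limma adjusted p = 0.00964) and was 0.965-fold of wild type in Ccl2-/- monocytes (adjusted p = 0.713). Compared directly, Csf1r in Ccr2-/- was 0.804-fold of Ccl2-/- (adjusted p = 0.0511). Flt3, a receptor of myeloid and dendritic cell progenitors, fell in both knockouts, to 0.592-fold in Ccr2-/- (adjusted p = 0.00102) and to 0.604-fold in Ccl2-/- monocytes (adjusted p = 0.0254), with a direct log2 difference of -0.03 (adjusted p = 0.88). Of 19 measured genes of monocyte development, 10 fell in Ccr2-/- monocytes (median 0.812-fold, camera adjusted p = 0.000404; adjusted p = 0.183 with an estimated correlation), among them the granulocyte growth factor receptor Csf3r (0.519-fold, adjusted p = 0.000653) and the myeloid transcription factor Cebpa (0.421-fold, adjusted p = 0.000534), while Gfi1 rose. Flt3 alone of these passed in Ccl2-/- monocytes (3 lower adjusted over the list alone; median 1.04-fold, or a log2 change of -0.06 after centring, mean -0.02, camera adjusted p = 0.171), and 4 genes were lower in Ccr2-/- in the direct comparison.

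Of 10 toll-like receptor genes, 8 fell in Ccr2-/- monocytes (median 0.617-fold, camera adjusted p = 7.18e-08; adjusted p = 0.139 with an estimated correlation), including Tlr2 (0.491-fold, adjusted p = 0.00112), Tlr9 (0.554-fold, adjusted p = 0.0012) and Tlr8 (0.627-fold, adjusted p = 0.00109), and 6 were lower than in Ccl2-/- monocytes. Of 15 NOD-like receptor genes, 7 fell and 2 rose (9 and 3 adjusted over the list alone; median 0.79-fold, camera adjusted p = 0.0424; adjusted p = 0.146 with an estimated correlation). The inflammasome sensor Nlrp3 fell to 0.453-fold (adjusted p = 0.000579), while Nlrc3 rose 2.25-fold (adjusted p = 0.00083) and Nod1 1.49-fold (adjusted p = 0.00112). Directly, 3 NOD-like receptor genes were lower and 1 was higher than in Ccl2-/- monocytes. Of 8 interferon regulatory factors, 4 fell (median 0.823-fold, camera adjusted p = 0.0369; adjusted p = 0.161 with an estimated correlation), including Irf7 (0.668-fold, adjusted p = 0.00258), Irf5 (0.665-fold, adjusted p = 0.00263) and Irf9 (0.73-fold, adjusted p = 0.00132), with 3 lower directly. Of 4 type I and II interferon receptor genes, Ifngr2 (0.618-fold, adjusted p = 0.00121) and Ifnar2 (0.729-fold, adjusted p = 0.00449) fell (3 lower adjusted over the list alone; median 0.8-fold, camera adjusted p = 0.00268; adjusted p = 0.161 with an estimated correlation), with 1 lower directly.

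Of 31 chemokine genes, 6 fell and 3 rose in Ccr2-/- monocytes (6 and 4 adjusted over the list alone; median 0.973-fold, camera adjusted p = 0.566), and 4 were lower than in Ccl2-/- monocytes. Cxcl9, which attracts T cells, fell to 0.343-fold (adjusted p = 0.000731) and Ccl9 to 0.69-fold (adjusted p = 0.00138), while Ccl5, expressed by NK and T cells, rose 1.25-fold (adjusted p = 0.0124), as did Ccl3 and Xcl1. The NK cell list, shifted up in the same arrays, also passed fry (adjusted p = 0.000436). The Ly-6Chi list had a mean log2 change of -1.19 (standard error 0.17) in these arrays. Whether fewer Ly-6Chi monocytes account for the lower receptor, regulatory factor and chemokine genes was not tested. No gene of these 5 lists passed by limma in Ccl2-/- monocytes. Adjusted over each list alone, 1 toll-like receptor, 1 NOD-like receptor, 2 interferon regulatory factor and 2 chemokine genes were lower and 2 NOD-like receptor genes higher, and at an unadjusted p under 0.05 there were 4, 2, 2 and 4 lower, with 1 interferon receptor gene, and 3 NOD-like receptor and 3 chemokine genes higher. The medians were 0.888-fold for toll-like receptors (camera adjusted p = 9e-05), 0.98-fold for interferon regulatory factors (0.034) and 0.909-fold for interferon receptors (0.0129), each with an adjusted p = 0.251 with an estimated correlation, and 0.997-fold for NOD-like receptors (0.347) and 1.1-fold for chemokines (0.941). Of 32 measured genes displayed in Fig 3E (cited in the paper's text as Fig 3D), for which no basis of selection is given, 7 rose and 24 fell in Ccr2-/- monocytes. In Ccl2-/- monocytes 1 of them fell, Flt3 (4 higher and 6 lower adjusted over the list alone, 5 and 14 at an unadjusted p under 0.05). Directly 1 was higher and 14 were lower in Ccr2-/-.

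Without any wild type array or Ccl2-/- replicate 2, Flt3 lost its call in Ccl2-/- monocytes (adjusted p 0.104 to 0.164), as without Ccr2-/- replicate 1 (0.0643), with quantile normalization (0.059) and with centring (0.0506), and with centring Csf1r lost its call in Ccr2-/- (0.0789). The direct difference in Csf1r passed without Ccl2-/- replicate 1 (0.0391), with the filter on dim genes (0.046), an intensity trend (0.00425) or an offset of 50 (0.0386), and was -0.25 on the log2 scale with centring (0.422). Without the members that the study's figures print, the camera adjusted p was 0.172 for monocyte development, 0.0587 for toll-like receptors, 0.1 for NOD-like receptors and 0.379, in the other direction, for interferon regulatory factors. By fgsea over all genes the NOD-like receptors (adjusted p = 0.0979) and interferon receptors (0.123) did not pass, nor over the genes past the size limits the NOD-like receptors (0.502), monocyte development (0.439) and interferon regulatory factors (0.169). Quantile normalization ended the camera shifts of the NOD-like receptors (0.144) and interferon regulatory factors (0.129), and leaving out wild type replicate 3 or Ccr2-/- replicates 2 or 3 ended that of the NOD-like receptors (0.0532 to 0.0822). In Ccl2-/- monocytes the shift of the interferon receptors was lost without Ccl2-/- replicate 1 (0.159) and with quantile normalization (0.0501), and that of the interferon regulatory factors without wild type replicates 2 or 3 or Ccl2-/- replicates 1 or 2 (0.0536 to 0.174) and with quantile normalization (0.104). Fry gave 0.114 there for toll-like receptors and 0.0793 for both interferon lists, fgsea 0.0543 for interferon receptors over all genes and 0.0903 for toll-like receptors over the genes past the size limits, and leaving out the members in the figures 0.0741 for toll-like receptors and 0.891 for interferon regulatory factors. Without Ccl2-/- replicate 3 monocyte development (0.0367) and the NOD-like receptors (0.0428) passed in Ccl2-/- monocytes. Single arrays also ended the calls of Ccl5 (0.0563 without Ccr2-/- replicate 2, 0.0579 without wild type replicate 1), which centring ended too (0.122), Ccl3 (0.0502 without Ccr2-/- replicate 2), Xcl1 (0.0592 to 0.0708 without wild type replicates 1 or 3 or Ccr2-/- replicates 1 or 3) and Gfi1 (0.0562 to 0.0687 without the same arrays).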

The reduction in *Csf1r* expression was validated independently by PCR (Fig 4). 

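Of the transcription factors displayed in Fig 3F (cited in the paper's text as Fig 3E), Tbx21, Gata3, Stat4 and Klf12 rose in Ccr2-/- monocytes, while Tfec, Atf3, Ahr and Fos fell. Tbx21, or T-bet, which drives NK and T helper differentiation, was 11.91 ± 0.07 (SD, n = 3 arrays) on the log2 scale in wild type and 12.82 ± 0.03 in Ccr2-/- monocytes (1.89-fold, limma adjusted p = 0.000772). Gata3, a regulator of T and innate lymphoid cells, rose 2.12-fold (adjusted p = 0.00103), Stat4, which transmits interleukin-12 signals, 1.89-fold (adjusted p = 0.00216) and Klf12 2.49-fold (adjusted p = 0.00142). Tfec, a macrophage factor of the Mitf family, was 9.75 ± 0.24 (SD, n = 3 arrays) in wild type and 7.93 ± 0.14 in Ccr2-/- monocytes (0.285-fold, limma adjusted p = 0.000342). Atf3, a stress-induced repressor of inflammatory genes, fell to 0.31-fold (adjusted p = 0.00052), the aryl hydrocarbon receptor Ahr to 0.347-fold (adjusted p = 0.000209) and Fos to 0.388-fold (adjusted p = 0.000543).

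Of 23 measured transcription factors displayed in Fig 3F, for which no basis of selection is given, 14 rose and 8 fell in Ccr2-/- monocytes by limma. None passed in Ccl2-/- monocytes (13 higher and 5 lower adjusted over the list alone and at an unadjusted p under 0.05), and in the direct comparison of the knockouts 4 were higher and 8 lower in Ccr2-/-. The NK cell list moved with the factors that rose, with a mean log2 change of 0.92 (standard error 0.06, n = 3 arrays per group) in Ccr2-/- and 0.51 (standard error 0.11) in Ccl2-/- monocytes. Of 20 immediate-early genes, a list fixed without reference to the figures, 3 rose in Ccr2-/- monocytes (Nr4a3, Dusp2 and Nr4a2) and 4 fell (Fos, Atf3, Dusp1 and Zfp36), with 4 and 5 adjusted over the list alone and a camera adjusted p of 0.478. Leaving out single wild type or Ccr2-/- arrays ended the calls of Nr4a2 (0.0634 to 0.0903), Zfp36 (0.0925 to 0.134) and Dusp1 (0.05 to 0.0737), centring ended those of Zfp36 (0.102) and Dusp1 (0.0592), and quantile normalization that of Zfp36 (0.0559). In Ccl2-/- monocytes no immediate-early gene passed limma's test (8 higher and 1 lower at an unadjusted p under 0.05). The list was shifted up there (camera adjusted p = 0.02; adjusted p = 0.378 with an estimated correlation). That shift was lost without wild type replicates 2 or 3 or Ccl2-/- replicate 3 (0.051 to 0.235).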

Finally, wild type and *Ccr2*^*-/-*^ monocytes express different sets of transcription factors that might direct their diverging developmental programs (Fig 3E).

**Fig 4:**
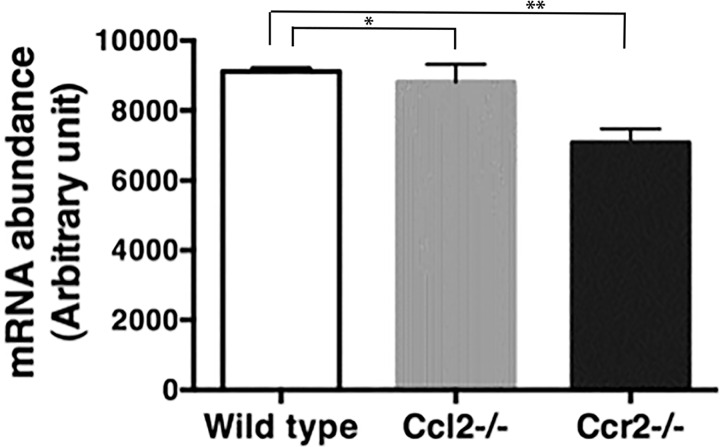
*Csfr1* mRNA is reduced in monocytes from *Ccr2*^*-/-*^ mice. Monocytes were purified from the blood of wild type, *Ccl2*^*-/-*^, and *Ccr2*^*-/-*^ mice (5 mice in each group). mRNA was isolated and mRNA encoding CSF-1R was quantified by PCR. * p > 0.05 by t-test; ** p < 0.05 by t-test.

Gene sets enrichment analysis (GSEA) indicated that few signaling pathways were altered in *Ccl2*^*-/-*^ monocytes compared to wild type. In contrast, *Ccr2*^*-/-*^ monocytes were markedly deficient in pathways related to host defense: wounding, inflammation, and leukocyte locomotion (Fig 5). Thus *Ccr2*^*-/-*^ monocytes differ from wild type monocytes in important developmental and functional ways. Nonetheless, because of the widespread use of *Ccr2*^*-/-*^ mice we continued to include them in the analyses described below, recognizing that their behavior is dissimilar to postnatal pharmacologic CCR2 inhibition in this setting.

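By camera the heat shock list was shifted up in Ccl2-/- monocytes and the lysosomal, ribosomal and oxidative phosphorylation lists down, while few or none of their genes passed limma's test. Of 10 heat shock genes, 2 rose (6 adjusted over the list alone), the chaperones Hsph1 (1.74-fold, limma adjusted p = 0.0102) and Hsp90aa1 (1.40-fold, adjusted p = 0.0334), with a median of 1.25-fold (camera adjusted p = 9.06e-06; adjusted p = 0.24 with an estimated correlation). Of 17 lysosomal genes none passed (7 lower adjusted over the list alone, 8 at an unadjusted p under 0.05), with a median of 0.89-fold (camera adjusted p = 2.86e-08; adjusted p = 0.251 with an estimated correlation). The medians of 17 cytoplasmic ribosomal protein genes and 23 oxidative phosphorylation genes were 0.923-fold and 0.922-fold, with no single gene past limma's test and 6 and 7 lower at an unadjusted p under 0.05 (camera adjusted p = 2.1e-07 and 1.34e-06; adjusted p = 0.251 with an estimated correlation for each). Of 35 inflammatory response genes none passed (4 lower adjusted over the list alone, 12 at an unadjusted p under 0.05), with a median of 0.892-fold (camera adjusted p = 8.74e-06; adjusted p = 0.251 with an estimated correlation). None of 21 wounding and coagulation genes passed either (1 higher and 4 lower adjusted over the list alone, 3 and 6 at an unadjusted p under 0.05). Their median was 1.02-fold, or a log2 change of -0.08 after centring, the mean log2 change -0.08 and the tested direction down (camera adjusted p = 0.0757). Of 25 leukocyte locomotion and adhesion genes none passed (2 higher adjusted over the list alone; 5 higher and 2 lower at an unadjusted p under 0.05), with a median of 1.04-fold, or a log2 change of -0.06 after centring (camera adjusted p = 0.627).

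In all, 21 of 37 lists were shifted in Ccl2-/- monocytes by camera, 6 up and 15 down, and 16 to 23 when single arrays were left out. None passed with an estimated correlation. Fry, which tests whether a list's genes move on balance in a direction without comparing them with other genes, gave 8 lists, 6 up and 2 down. The heat shock (adjusted p = 0.000937) and ribosomal (0.0403) lists passed fry. The lysosomal (0.075), oxidative phosphorylation (0.0793) and inflammatory response (0.129) lists did not. Gene set enrichment by fgsea, on the signal-to-noise ratio with 1000 permutations of gene sets, gave 20 lists over all genes and 11 of 28 over the genes past the size limits. Over the latter the oxidative phosphorylation list did not pass (adjusted p = 0.143). Hsph1 lost its call without wild type replicates 1 or 2 or Ccl2-/- replicate 2 (adjusted p 0.067 to 0.0955), and Hsp90aa1 without any array but Ccl2-/- replicates 1 and 3 (0.0802 to 0.217) and with centring (0.266). The wounding list passed by fgsea over all genes (adjusted p = 0.0261) and by camera without wild type replicate 2 (0.0273) or Ccl2-/- replicate 3 (0.00953), and the locomotion list passed fry, as higher (0.0155).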

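By camera the wounding and inflammation lists were shifted down in Ccr2-/- monocytes, and the leukocyte locomotion list did not pass. These lists were hand-written and are not the paper's gene sets. The locomotion list also holds adhesion genes, so it does not test the paper's locomotory behavior set. Of 21 wounding and coagulation genes, 11 fell (12 adjusted over the list alone), with a median of 0.691-fold (camera adjusted p = 3.36e-05; adjusted p = 0.139 with an estimated correlation). Thbs1, or thrombospondin-1, was 11.47 ± 0.05 (SD, n = 3 arrays) on the log2 scale in wild type, 11.47 ± 0.17 in Ccl2-/- and 10.28 ± 0.10 in Ccr2-/- monocytes (0.436-fold of wild type, limma adjusted p = 0.000517), and coagulation factor F5 fell to 0.374-fold (adjusted p = 0.000765). Of 35 inflammatory response genes, 16 fell (19 adjusted over the list alone), with a median of 0.739-fold (camera adjusted p = 1.1e-09; adjusted p = 0.139 with an estimated correlation). They included the leukotriene B4 receptor Ltb4r1 (0.382-fold, adjusted p = 0.000669), the platelet-activating factor receptor Ptafr (0.372-fold, adjusted p = 0.000763) and Mefv, or pyrin (0.405-fold, adjusted p = 0.000576). Of 25 leukocyte locomotion and adhesion genes, 3 rose and 2 fell (5 and 3 adjusted over the list alone). The sphingosine-1-phosphate receptors S1pr4 (1.66-fold, adjusted p = 0.00604) and S1pr5 (1.54-fold, adjusted p = 0.00205), which guide lymphocyte and NK cell exit from tissues, and the adhesion molecule Pecam1 (1.75-fold, adjusted p = 0.00139) rose, while Ptafr and the complement receptor C5ar1 (log2 fold change -0.50, adjusted p = 0.0201) fell. The median of the locomotion list was 0.993-fold and its mean log2 change -0.01, with the tested direction up (camera adjusted p = 0.565).

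Of 21 measured genes displayed in Fig 5B, all fell in Ccr2-/- monocytes by limma, 15 of them below Ccl2-/- monocytes in the direct comparison, and none passed in Ccl2-/- monocytes (14 lower adjusted over the list alone, 15 at an unadjusted p under 0.05). The paper took these genes from its enrichment analysis of these samples, so their count is not independent evidence of direction. In the same arrays the NK cell list averaged 11.26 to 11.41 in wild type and 12.25 to 12.33 in Ccr2-/- monocytes. The Ly-6Chi list had a mean log2 change of -1.19 (standard error 0.17) there, and the paper reports fewer Ly-6Chi monocytes in both knockouts. Whether fewer such cells account for the lower wounding and inflammation genes was not tested. By camera 21 of 37 lists were shifted in Ccr2-/- monocytes, 5 up and 16 down, by fry and by fgsea over all genes 21 each, by fgsea over the genes past the size limits 15 of 30, without the members in the study's figures 14, and with an estimated correlation 0. Without the members that the study's figures print, the camera adjusted p was 0.0252 for wounding, 7.48e-06 for inflammation and 0.338 for locomotion. C5ar1 lost its call without any wild type array or Ccr2-/- replicates 1 and 2 (0.0629 to 0.078).

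**Figure D2:**
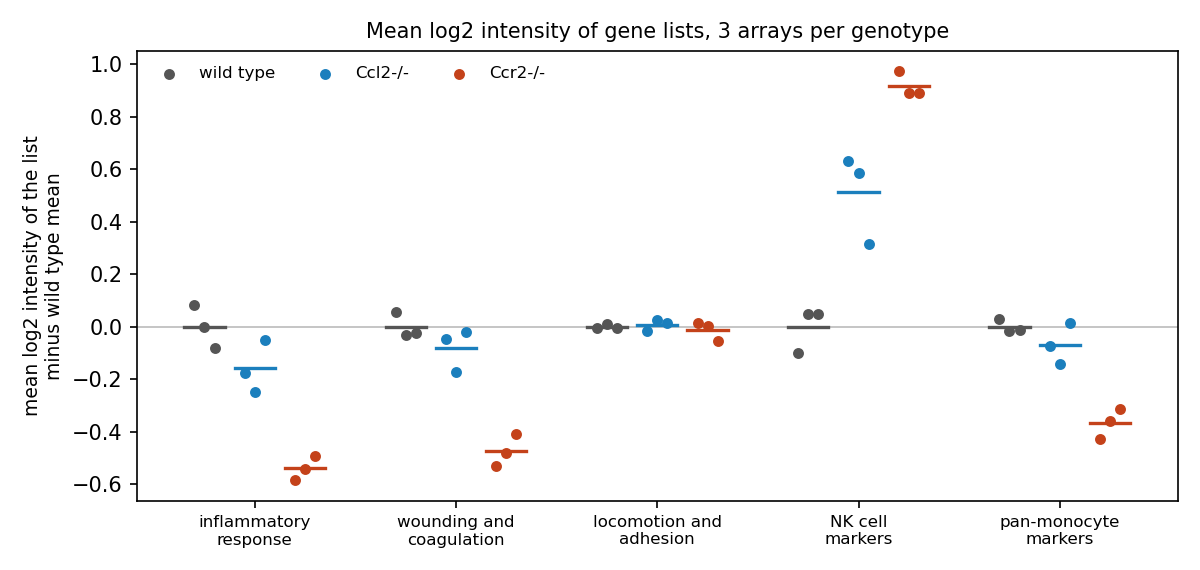
Mean log2 intensity of the measured genes of each list minus the wild type mean, in wild type, Ccl2-/- and Ccr2-/- monocytes. Each point is an array of 5 pooled mice and each bar is the mean of 3 arrays. The mean change in Ccr2-/- monocytes was -0.47 for wounding and coagulation, -0.54 for inflammatory response and -0.01 for leukocyte locomotion and adhesion.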

**Fig 5:**
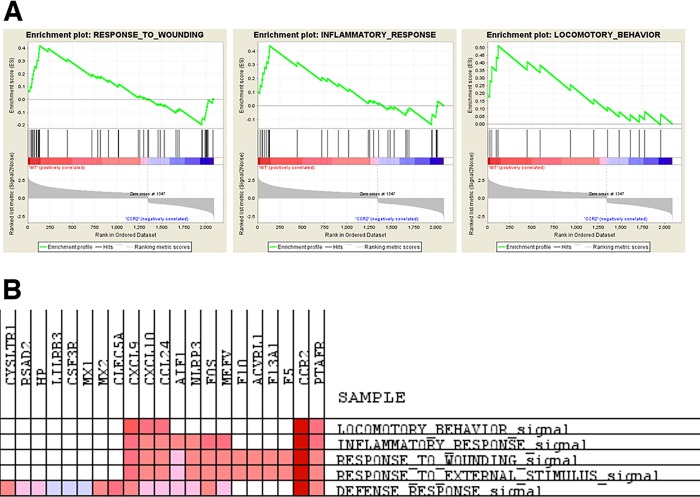
Gene sets enrichment analysis of genes enriched in wild type compared to *Ccr2*^*-/-*^ monocytes. (A) Enrichment plots of wound healing, inflammation and locomotory behavior pathways. (B) Common genes enriched in similar pathways.

### CCL2 does not directly affect tumor cell proliferation

Both tumor-free and tumor-bearing mice have detectable amounts of CCL2 in serum although tumor-bearing mice have higher levels as their tumors progress after 120 days of age (Fig 6A). Cell lines derived from *MMTV-neu* carcinomas in wild type and *Ccr2*^*-/-*^ backgrounds secrete CCL2 in culture (Fig 6B). These observations suggest the possibility that CCL2 might promote tumor growth through a direct effect on tumor cells. However, tumor cells from *neu*^*+*^, *neu*^*+*^*Ccl2*^*-/-*^, and *neu*^*+*^*Ccr2*^*-/-*^ mice grow at similar rates in culture (Fig 7A), and adding neutralizing CCL2 antibodies to wild type tumor cells or exogenous CCL2 to *Ccl2*^*-/-*^ tumor cells did not affect their proliferation (Fig 7B). These observations extended to human breast cancer cell lines: neutralization of CCL2 did not induce apoptosis or inhibit proliferation (Fig 7C–7E). Similarly, antibody blockade of human CCL2 in a mouse xenograft model did not alter the growth of transplanted mammary tumors (Fig 7F), suggesting that autocrine CCL2 does not contribute to tumor growth in this model. (However, since CCL2 may be produced by non-malignant stromal cells in mammary cancers *in situ*, this experiment does not rule out a direct effect of paracrine murine CCL2.)

**Fig 6:**
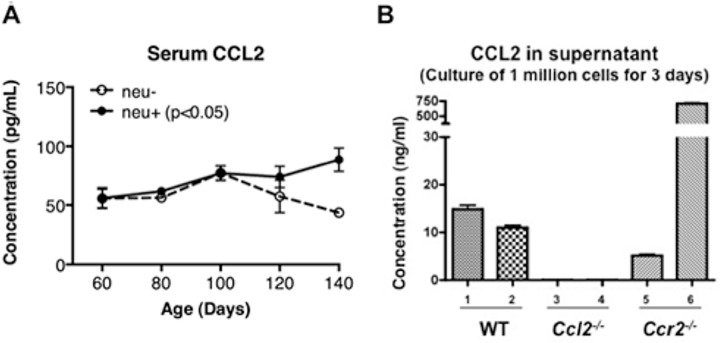
CCL2 production associated with MMTV-neu-driven tumors. (**A**) CCL2 concentrations were measured by ELISA in sera from 4 wild type and 6 *neu*^*+*^ mice at the indicated ages. The difference between wild type and tumor bearing mice was significant by two-way ANOVA (p < 0.05). (**B**) Cell lines were developed from *neu*^*+*^, *neu*^*+*^/*CCL2*^*-/-*^, and *neu*^*+*^/*CCR2*^*-/-*^ mice. CCL2 released into the culture medium by 10^6^ cells over a 72 hr period was measured by ELISA.

**Fig 7:**
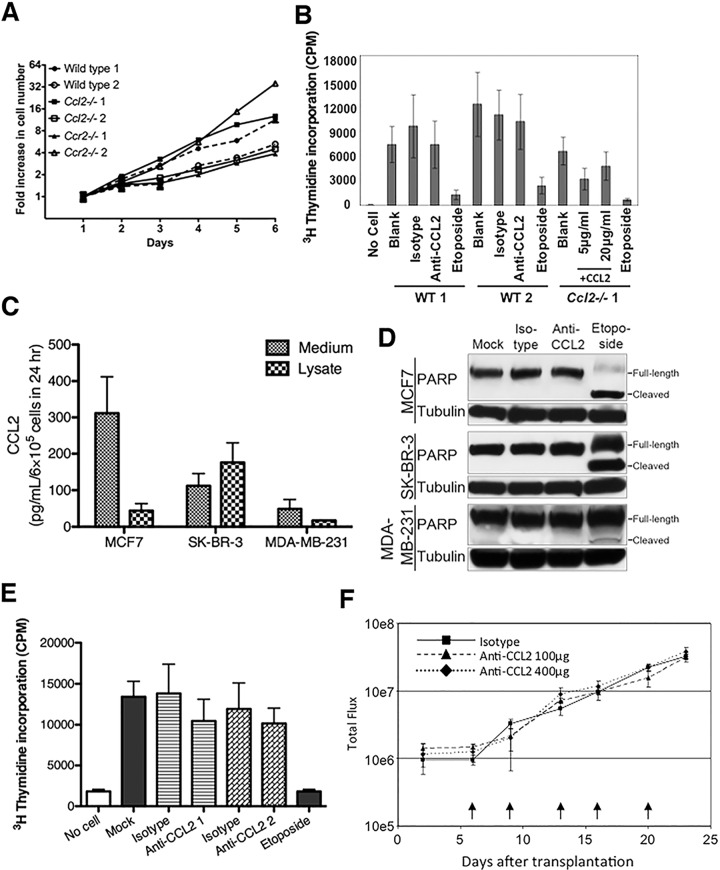
CCL2’s effects on mammary carcinoma cells are non-cell autonomous. (**A**) *In vitro* growth of mammary carcinoma cell lines derived from MMTV-*neu*-induced tumors in wild type, *Ccl2*^*-/-*^, and *Ccr2*^*-/-*^ mice. Two representative cell lines were tested from each genotype. (**B**) Neutralization of CCL2 in cultures of wild type murine tumor cells or addition of exogenous CCL2 to *Ccl2*^*-/-*^ tumor cells did not affect cell proliferation *in vitro* as measured by ^3^H-thymidine incorporation. Etoposide was used as positive control for growth inhibition. (**C**) Concentration of CCL2 protein in medium or cell lysates of cultured MCF7, SK-BR-3 or MDA-MB-231 human breast cancer cell lines determined by ELISA. (**D**) Immunoblot detection of full-length and cleaved poly(ADP-ribose) polymerase (PARP) in lysates from MCF7, SK-BR-3 or MDA-MB-231 cells treated with CCL2-neutralizing antibody. Etoposide was used as a positive control for PARP cleavage. Blots were stripped and reblotted for tubulin as a loading control. (**E**) MDA-MB-231 cells were treated with two different CCL2-neutralizing antibodies, and cell proliferation was measured by ^3^H-thymidine incorporation. (**F**) Luciferase-expressing MDA-MB-231 cells were injected into the mammary fat pads of SCID mice. Mice were treated with ABN912, a neutralizing anti-human CCL2 antibody, or isotype control. Arrows indicate time of antibody treatment. Tumor growth was followed by bioluminescence imaging.

### Effects of CCL2 and CCR2 deletion on TAM accumulation

As noted above (Fig 3A), tumor-bearing animals had lower numbers of circulating monocytes than tumor-free animals. To better understand the basis for the reduced numbers of blood monocytes in tumor-bearing mice, we examined monocyte reservoirs. The presence of tumors did not influence the number of monocytes in the spleen or bone marrow (Fig 8A and 8B) suggesting that mammary carcinomas do not cause splenic pooling or suppression of monocyte production. This inference is supported by unchanged levels of M-CSF in tumor-bearing animals (not shown). CCR2 deficiency reduced the number of monocytes in the spleen while increasing their number in bone marrow consistent with the marrow emigration defect previously reported in *Ccr2*^*-/-*^ mice [35]. However, neither CCL2 nor CCR2 deficiency had any effect on the accumulation of total leukocytes in tumors (Fig 8C) or TAMs (Fig 8D). Further experimentation will be required in order to determine if CCL2 or CCR2 deficiency influences the phenotype of these TAMs. Thus the most likely explanation for the tumor-driven decrease in circulating monocytes is that circulating monocytes are being destroyed in the presence of tumors through as yet unknown mechanisms.

**Fig 8:**
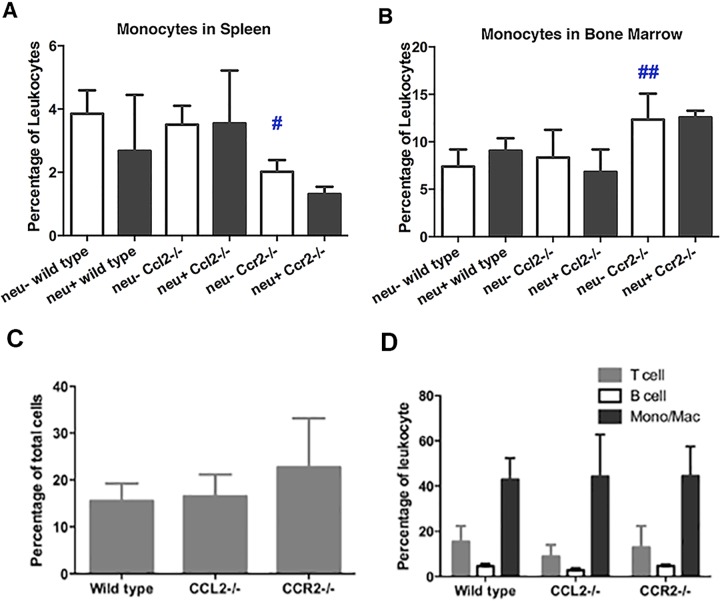
Effect of mammary tumors, *Ccl2* disruption, and *Ccr2* disruption on monocyte accumulation in spleen, bone marrow, and tumors. (**A** and **B**) Proportions of monocytes in the spleen (**A**) and bone marrow (**B**) of tumor-free and tumor-bearing wild type, *Ccl2*^*-/-*^ and *Ccr2*^*-/-*^ mice were measured by flow cytometry. Comparisons were made by one-way ANOVA and Bonferroni’s multiple comparison test. #, p < 0.05; ##, p < 0.01 wild type *versus Ccl2*^*-/-*^ or *Ccr2*^*-/-*^ mice. (**C**) Total leukocyte content of tumors was determined as the percentage of CD45^+^ cells. (**D**) Proportions of tumor-infiltrating T cells, B cells, and monocytes/macrophages were determined by flow cytometry using antibodies against CD90^+^, B220^+^, and CD11b^+^, respectively.

### Differential effects of CCL2 and CCR2 deletion on endothelial progenitor cells

Because tumor growth can be affected by blood supply, we tested whether angiogenesis was altered in the various genetic backgrounds by examining tissue microarrays and slides using tumors isolated from *neu*^*+*^, *neu*^*+*^*Ccl2*^*-/-*^, and *neu*^*+*^*Ccr2*^*-/-*^ mice at different ages. Consistent with host survival and tumor growth in vivo (Fig 1), tumors from wild type and *Ccl2*^*-/-*^ mice showed similar patterns of gradually increasing Ki-67 staining of tumor cells (identified morphologically) while *neu*^*+*^*Ccr2*^*-/-*^ tumors showed much higher levels of Ki-67 staining starting abruptly at 100 days (Fig 9A). This was also the age at which increases in von Willebrands factor (vWF) and CD31 appeared in *Ccr2*^*-/-*^ tumors (Fig 9B and 9C) suggesting that these tumors underwent an angiogenic switch at that time. Notably, CD31 staining density continued to increase in *Ccr2*^*-/-*^ mice through 140 days of age. As seen in the cells eluted from tumors (Fig 8D), there were no significant differences among the various genotypes in the number of tumor-associated macrophages at most time points (Fig 9D).

**Fig 9:**
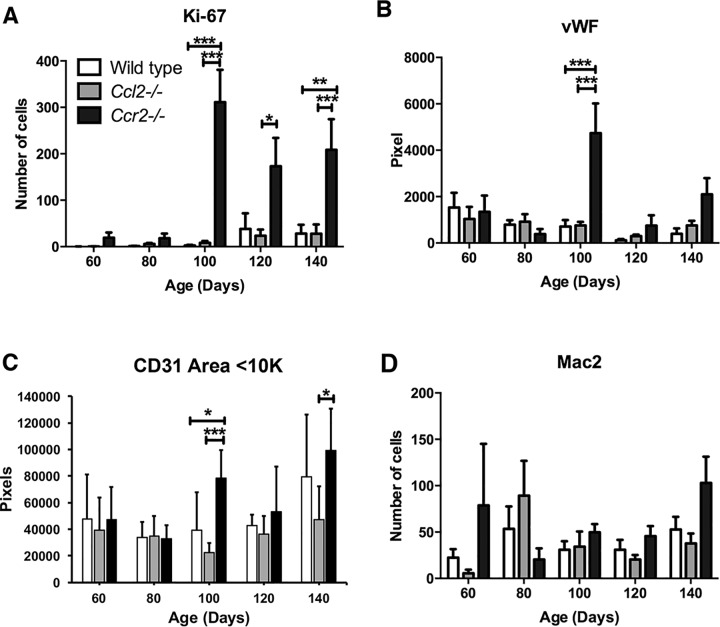
Measurement of tumor-associated leukocytes and endothelial cells. Tissue microarrays were prepared from MMTV-*neu*-driven tumors in wild type, *Ccl2*^*-/-*^, and *Ccr2*^*-/-*^ mice at 60, 80, 100, 120 and 140 days of age. Four or five mice were included per data point. Tissue microarray slides treated with fluorescent antibodies against (**A**) Ki-67, (**B**) vWF, (**C**) CD31, and (**D**) Mac2 and imaged by fluorescence or immunohistochemistry. Quantified stains were compared using one-way ANOVA. *, p < 0.05; **, p < 0.01; ***, p < 0.001.

Tumor angiogenesis can be accomplished, in part, by recruitment of endothelial progenitor cells (EPCs) [36]. Therefore, we examined whether the presence of mammary carcinomas affects the development and deployment of CD45^–^CD117/c-Kit^+^Flk1/Vegfr2^+^ EPCs and whether CCL2 and CCR2 play a role. The presence of tumors in wild type mice doubled the proportion of EPCs in peripheral blood (Fig 10A). However, EPCs in bone marrow were not significantly increased (Fig 10B) suggesting that the primary effect of mammary cancers is to increase EPC mobilization without enhancing their production. Deletion of *Ccr2* increased the proportion of circulating EPCs in wild type mice and the presence of mammary tumors nearly doubled this proportion (Fig 10A). Both of these effects, increased basal EPC numbers and tumor-induced increases in EPCs, appeared to be the result of mobilization since *Ccr2* deletion did not alter bone marrow EPCs (Fig 10B). Strikingly, deletion of *Ccl2* reduced circulating EPCs by 50% and bone marrow EPCs by 80%, and neither proportion increased in the presence of tumors (Fig 10A and 10B). This suggests that CCL2 is required both for the development of EPCs and for their mobilization by mammary cancers. Murine EPCs express CCR2 [37] as do their human counterparts, human endothelial colony forming cells (hECFCs), (Fig 10C) and hECFCs respond chemotactically to CCL2 in vitro (Fig 10D). The mechanism of EPC recruitment into tumors may also depend on VEGF since circulating VEGF levels rise in tumor bearing mice after 100 days of age (Fig 10E).

**Fig 10:**
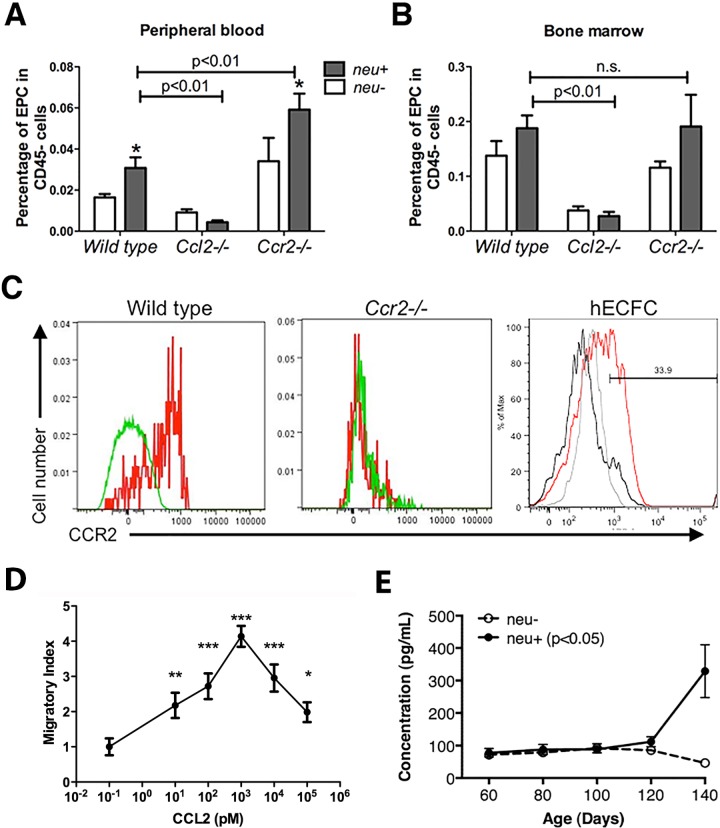
Effects of mammary tumors, *Ccl2* disruption, and *Ccr2* disruption on endothelial progenitor cell (EPC) development and mobilization. (**A** and **B**) EPCs in peripheral blood (**A**) and bone marrow (**B**) of tumor-free and tumor-bearing wild type, *Ccl2*^*-/-*^, and *Ccr2*^*-/-*^ mice were measured as the proportion of circulating CD45^-^ cells. Total CD45^-^ cell numbers were similar in all three genotypes with and without tumors. Comparisons were made by multiple t-tests. *, p < 0.05, *neu*^*-*^ vs. *neu*^*+*^. (**C**) Expression of CCR2 by mouse EPC and human endothelial colony-forming cells (hECFC). Left panel: red histogram, anti-CCR2; green histogram, isotype control. Middle panel: red histogram, anti-CCR2; green histogram, isotype control. Right panel: red histogram, anti-CCR2, grey histogram, isotype control; black histogram, unstained cells. (**D**) Chemotaxis of human endothelial colony-forming cells (hECFC) in response to purified human CCL2. Cultured ECFCs were plated in the upper well of a Boyden chamber, and increasing concentrations of CCL2 were added to the lower chamber. Migrated cells were stained with methyl green, and ten randomly chosen fields were counted. Migratory index was normalized to the number of migrated cells in medium only (artificially set to 10^−1^ pM on the plot). Comparisons were made by t-tests. *: p<0.05; **: p<0.01; ***: p<0.001. (**E**) Serum VEGF levels are higher in tumor-bearing animals. VEGF concentrations were measured by ELISA in sera from 4 wild type and 6 *neu*^*+*^ mice at the indicated ages. The difference between wild type and tumor bearing mice was significant by two-way ANOVA (p < 0.05).

## Discussion

We have demonstrated that targeted disruption of *Ccl2* and pharmacologic inhibition of CCR2 both delay the growth of mammary tumors and prolong survival of mice carrying the MMTV-*neu* transgene. These results suggest that CCL2-dependent CCR2 signaling promotes the development and growth of endogenous murine mammary carcinomas induced by *HER2/neu*, a driver oncogene in 20% of human breast cancers [38]. Rather than exerting its effects directly on mammary carcinoma cells by enhancing proliferation or survival as described in other models [19, 39], CCL2 molds the tumor microenvironment to promote tumor progression. Specifically, although tumors in CCL2-deficient mice have the same total number of TAMs as tumors in wild type mice, *Ccl2* disruption is associated with a profound reduction in the numbers of endothelial precursor cells (EPCs) in the bone marrow and circulation which may suppress tumor angiogenesis.

These murine modeling results are consistent with clinical studies. For example, CCL2 concentrations in human breast cancers are higher than in normal breast tissue [20] and serum CCL2 is higher in breast cancer patients than in healthy controls [18]. Elevated serum CCL2 is associated with increased tumor macrophage infiltration, angiogenesis, and shortened survival [18].

Our results are also consistent with other mouse models in which CCL2 attracts tumor-promoting macrophages to metastatic sites of mammary carcinomas driven by polyoma middle T antigen [16, 24]. However, tumor-promoting macrophages are not present in primary cancer sites in that model. This contrasts with the MMTV-*neu* primary tumors reported here, in which TAMs are present in the primary tumor, and this discrepancy is likely due to differences between the transgenes used in the models; tumor-associated inflammation is more pronounced in polyoma middle T-driven tumors than in those driven by *HER2/neu* [40]. However, similar to the MMTV-*neu* model, anti-CCL2 treatment decreases the growth rate and microvessel density of primary polyoma middle T-driven tumors [20]. Another difference between these models is that the polyoma middle T tumors produce frequent pulmonary metastases while this is an extremely rare occurrence in MMTV-*neu* mice, highlighting the fact that our observations are restricted to the effects of CCL2 and CCR2 on primary tumors [41]. Although we did not document M2 polarization of TAMs in our model, our results could be consistent with models in which CCL2 expression drives M2 polarization of TAMs in melanoma xenografts [42] and in human peripheral blood mononuclear cells [43]. However, the most profound effect of CCL2/CCR2 appears to be on endothelial precursor cells (see below).

Paradoxically, we observed that targeted disruption of *Ccr2*, which encodes the only high affinity signaling receptor for CCL2, promotes *HER2/neu*-driven tumor growth and shortens overall survival. Although the phenotypes of CCL2- and CCR2-deficient mice are concordant in models of inflammatory disease such as atherosclerosis or experimental allergic encephalitis [13, 28, 44–46], they differ in other settings. For example, *Ccl2*^-/-^ mice are deficient in T_H_2 T lymphocyte function [30] while *Ccr2*^*-/-*^ mice are T_H_1-deficient [27]. Speculative explanations for these differences have included the possibility that the other high affinity ligands of CCR2 such as CCL7, CCL8, CCL12, and CCL13 may signal through CCR2 in *Ccl2*^*-/-*^ mice while all such signaling would be abrogated in *Ccr2*^*-/-*^ mice. However, the levels of these chemokines have generally been reported to be unchanged in *Ccl2*^*-/-*^ mice [29, 44], although there is one report of decreased CCl7 expression [47]. Alternatively, CCL2 might signal through an as yet unidentified receptor in *Ccr2*^*-/-*^ mice.

Here, however, we considered the additional possibility that genetic disruption of *Ccl2* or *Ccr2* might lead to asymmetric secondary changes in gene expression which could produce divergent phenotypes. In fact, even though *Ccl2*^*-/-*^ monocytes showed differences in the expression of several genes compared to wild type monocytes, *Ccr2*^*-/-*^ monocytes differed in the expression of three times as many. Furthermore, GSEA showed that CCR2-deficient monocytes diverged more profoundly from wild type monocytes in functional and developmental pathways than did CCL2-deficient monocytes. These results suggest that the degree of phenotypic divergence from wild type is far greater in *Ccr2*^*-/-*^ mice than *Ccl2*^*-/-*^ mice. 

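By the size limits of the methods section, the number of genes that differed from wild type was 1.36 times as large in Ccr2-/- as in Ccl2-/- monocytes. By limma 2648 genes differed in Ccr2-/- and 32 in Ccl2-/- monocytes. With single arrays left out these counts were 1663 to 3479 and 6 to 476. A direct comparison of the knockouts called 718 genes, 146 higher and 572 lower in Ccr2-/- monocytes. The immediate-early factor Fos in Ccr2-/- was 0.419-fold of Ccl2-/- (limma adjusted p = 0.00482), the interferon-induced Oasl2 0.378-fold (adjusted p = 0.00528) and Thbs1 0.437-fold (adjusted p = 0.00443), while the NK cell receptor Klra5 was 3.22-fold higher (adjusted p = 0.0159). Mid1 in Ccr2-/- was 0.0583-fold of Ccl2-/- (adjusted p = 4.43e-06), and Dhx40 was 1.84-fold higher (adjusted p = 0.00196). The arrays of the knockouts did not overlap in 23.6% of genes. Across 19071 genes with a mean intensity above 100, the log2 changes of the knockouts correlated at r = 0.67, a value across genes, which are not independent replicates. Simulated groups with no change gave 0.5 from the shared wild type arrays alone (0.478 to 0.519). With different wild type arrays for each knockout r was 0.399 to 0.602, where simulated groups with no change gave -0.0463 to 0.0395. Both simulated ranges are likely too narrow. Between real arrays of different genotypes, deviations from the group means correlated at -0.718 to 0.613. The simulated ranges therefore do not decide how much of r reflects shared changes.

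The ratio of 1.36 was 2.88 without Ccl2-/- replicate 1 and 0.787 without Ccl2-/- replicate 3. With every knockout array required beyond every wild type array it was 2.49, with an unadjusted limma p under 0.05 it was 2.25, and with the lower 90% bound of the ratio above 1.2 it was 4.79. Quantile normalization gave 468 direct calls, 185 higher and 283 lower, centring gave 131, 70 higher and 61 lower, an intensity trend gave 1344 and fits of the 6 arrays compared gave 17. The 718 direct calls were 337, 292 and 304 without wild type replicates 1, 2 and 3, 1189, 351 and 148 without Ccl2-/- replicates 1, 2 and 3, and 23, 22 and 286 without Ccr2-/- replicates 1, 2 and 3, and Klra5 lost its call without Ccr2-/- replicates 1 and 2 (adjusted p 0.0793 and 0.0771).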

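Compared directly with Ccl2-/- monocytes, several functional gene lists were shifted down in Ccr2-/- monocytes by camera and some cell type lists up. Of 24 interferon-stimulated genes, 17 were lower (20 adjusted over the list alone), with a median of 0.574-fold (camera adjusted p = 8.78e-18; adjusted p = 0.207 with an estimated correlation). Of 35 inflammatory response genes, 13 were lower (17 adjusted over the list alone; median 0.792-fold, camera adjusted p = 3.91e-07), and of 21 wounding and coagulation genes, 8 were lower (11 adjusted over the list alone; median 0.786-fold, camera adjusted p = 2.5e-06), each with an adjusted p = 0.207 with an estimated correlation. There were 7 lower of 20 monocyte and macrophage genes (15 adjusted over the list alone), 7 lower of 17 lysosomal genes and 2 lower of 25 leukocyte locomotion and adhesion genes. Of 23 NK cell genes, 3 were higher in Ccr2-/- than in Ccl2-/- monocytes (22 adjusted over the list alone), with a median of 1.29-fold (camera adjusted p = 2.34e-21; adjusted p = 0.207 with an estimated correlation). None of 19 T cell genes (2 higher at an unadjusted p under 0.05) and 11 basophil and mast cell genes (5) passed limma's test, and their lists were higher, with medians of 1.35-fold and 1.56-fold (camera adjusted p = 1.55e-06 and 2.89e-06; adjusted p = 0.406 and 0.242 with an estimated correlation). The T cell list was 10.12, 9.62 and 8.76 in Ccr2-/- replicates 1 to 3, the last below every Ccl2-/- array (8.84 to 9.40). Both lists were lower in Ccl2-/- than in wild type monocytes (camera adjusted p = 0.0263 and 1.34e-06, or 0.693 and 0.251 with an estimated correlation). That shift of the T cell list was lost without Ccl2-/- replicates 1 or 3 (0.636 and 0.0822) or wild type replicate 3 (0.0537). It was also lost with quantile normalization (0.0538), and neither list passed fry (0.808 and 0.126). The numbers of lists past each test against wild type were, for Ccl2-/- and Ccr2-/- monocytes, 21 and 21 by camera, 8 and 21 by fry, 20 and 21 by fgsea over all genes, and 0 and 0 by camera with an estimated correlation.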

The potential for this difference to produce artifacts is highlighted by the fact that highly specific pharmacologic inhibition of CCR2 phenocopies *Ccl2* disruption rather than *Ccr2* disruption. The MMTV-neu model may specifically highlight this discrepancy since the phenotypes of *Ccl2*^*-/-*^ and *Ccr2*^*-/-*^ mice are similar in polyoma middle T antigen-driven mammary carcinoma [48].

Our results also reveal the effects that actively growing carcinomas have on monocyte development, trafficking, and physiology. Wild type mice with *HER2/neu*-driven tumors have many fewer circulating monocytes than tumor-free animals. Because these tumors have no effect on the number of monocytes in bone marrow, spleen, or tumors themselves, we infer that they influence monocyte survival in the periphery. Such a process might be expected to be influenced by the CCL2/CCR2 axis and, in fact, *Ccl2* disruption appears to reverse some of the decrease in monocyte numbers induced by the presence of tumors (see Fig 3A) although we have not identified the mechanism. We also found that CCR2 deficiency leads to accumulation of monocytes in the bone marrow, an effect first described by Serbina and Pamer in a Listeria model [35]. However, this may not be a direct result of CCL2 signaling through CCR2 since monocytes do not accumulate in the bone marrow in *Ccl2*^*-/-*^ mice. This is consistent with the much more profound effect of *Ccr2* disruption than *Ccl2* disruption on retention of bone marrow monocytes in the Listeria model [49]. This may be another example of the developmental influence of CCR2 loss leading to a discrepancy between the phenotypes of *Ccl2*^*-/-*^ and *Ccr2*^*-/-*^ mice.

Although the highly aggressive behavior of tumors in *Ccr2*^*-/-*^ mice appears to be a consequence of more than just loss of CCR2 signaling, the tumors in these mice provided a clue about a mechanism by which intact CCL2/CCR2 signaling influences tumor progression. The sudden increase in neovascularization in the tumors of CCR2-deficient mice suggests that they underwent an angiogenic switch around 100 days of age. This led us to examine endothelial progenitor cells (EPCs), a minor population of bone marrow-derived circulating cells that have endothelial markers and are recruited to both primary tumor and pre-metastatic niches to initiate tumor neovascularization [36, 37]. We found that the number of circulating EPCs increased in tumor-bearing mice compared to tumor-free mice and that disruption of *Ccl2* and *Ccr2* had profound effects on circulating EPC numbers: EPCs were greatly reduced in *Ccl2*^*-/-*^ mice and increased in *Ccr2*^*-/-*^ mice. In contrast to CCL2’s effects on monocytes, which seems restricted to mobilization or trafficking, CCL2 deficiency greatly reduced the number of EPCs in the bone marrow. Furthermore, the stimulation of EPC generation and mobilization by tumors was abrogated in the absence of CCL2. These observations suggest that CCL2 directly influences both the development and the mobilization of EPCs [37]. We propose a model in which (1) CCL2 stimulates EPC development in the marrow, (2) mammary carcinomas mobilize EPCs in a CCL2-dependent manner, and (3) EPC migration into tumors is mediated by other factors such as VEGF which rises in the serum of tumor-bearing mice.

A potential limitation of our model is that it is driven by an activating mutation of rat *HER2/neu* which leads to much more aggressive tumor behavior than the amplification seen most commonly in human breast cancer [38]. On one hand, this might lead to differences in the way CCL2/CCR2 affects murine tumors compared to human tumors; on the other hand, this aggressive model may mask to some extent the effects of CCL2/CCR2. The impact of this chemokine ligand/receptor pair might actually be more profound in slower growing, non-mutated *HER2/neu*-amplified tumors. Still, recent reports of activating mutations of *HER2/neu* in breast cancer support the relevance of the murine model to human disease [50]. Taken together, our data support the validity of CCR2 as a therapeutic target in breast cancer.

## Supporting Information

S1 File Dosing and efficacy of CCX872 in mice. An abstract from ChemoCentryx presented at the 2012 meeting of the American Diabetes Association. It describes the dose of CCX872 which was effective in ameliorating renal failure in diabetic mice. It also provides evidence for the specificity of CCX872 for the receptor CCR2.
(PDF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

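Monocytes from the blood of tumor-free wild type, Ccl2-/- and Ccr2-/- mice aged 14 to 18 weeks were profiled on Affymetrix Mouse Gene 1.0 ST arrays, with 3 arrays per genotype and RNA of 5 pooled mice on each array. The deposited table holds linear intensity values that the authors computed with dChip, with 1 value per transcript cluster and array for 35512 clusters. The version of dChip, its normalization and its expression model are not named in the paper's text, and no step was applied between arrays here in the values reported at the claims. Raw array files were not used here. Arrays have no read depth. Their number, 3 per group, limits the precision, which was tested on simulated data: 200 changed genes were added to the values of Ccr2-/- against wild type, 3 unchanged genes were called, which is 2.48% of the calls, and 434 unchanged genes were past the size limits of the methods section.

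The gene symbols of the array annotation were brought up to date with the RefSeq gene table of the mouse, which was used only for names and gene order. A gene with several clusters (999 genes) was read from the cluster with the highest mean log2 value, and clusters with several symbols or none were left out, which gave 19938 genes. Values below 1 were set to 1 before log2. A linear model with the 3 genotypes was fitted to all 9 arrays with limma 3.58.1 in R 4.3.3, with empirical Bayes variances and Benjamini-Hochberg adjustment over all genes in each comparison, and genes were called at an adjusted p under 0.05. The comparisons were Ccl2-/- against wild type, Ccr2-/- against wild type and Ccr2-/- against Ccl2-/-. The methods section names a ratio over 1.2 and a difference over 100, without saying between which values, and no test across arrays, and here these limits were applied to the arithmetic means of each group's linear values. Every p measures the spread between these pooled arrays, not between mice.

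The 37 gene lists were written by hand from general knowledge of mouse blood cells, since the gene sets of the paper's enrichment analysis were not at hand: Ly-6Chi monocyte, Ly-6Clo monocyte, pan-monocyte and macrophage, NK cell, T cell, B cell, neutrophil, eosinophil, basophil and mast cell, platelet, erythroid, conventional and plasmacytoid dendritic cell, MHC class II, toll-like receptors, NOD-like receptors, interferon regulatory factors, type I and II interferon receptors, chemokines, chemokine receptors, interferon-stimulated genes, monocyte development, wounding and coagulation, inflammatory response, leukocyte locomotion and adhesion, scavenger receptors and alternative activation, angiogenic factors, proliferation, immediate-early, heat shock, lysosome, cytoplasmic ribosomal proteins, oxidative phosphorylation, NK and T cell signalling, the chromosomal neighbours of Ccr2 and of Ccl2, and sex-linked genes. Each list was tested with limma's camera at a preset correlation of 0.01 between genes, adjusted over the lists of a comparison, and lists with under 3 measured genes were not tested. Lists overlap: some genes stand in more than 1 list, and some were also printed in the study's figures, where only the genes of Fig 5B are described as taken from an enrichment analysis of these samples. The paper's text cites the heat maps of monocyte development and of transcription factors as Fig 3D and Fig 3E, and they are named here by their place in the figure, Fig 3E and Fig 3F.

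Genes were named in the text by a rule: the 10 largest rises and the 10 largest falls against wild type among the genes past the test and beyond every wild type array, predicted genes skipped over, members of each list from the 4 with the smallest p, of which not all are printed, neighbours of the targeted genes past the test, and every gene the paper names in its text, which had been read before. Genes that make up a count of 5 or fewer are also named, and these were chosen after their values were seen. Overlaps and the correlation of the knockouts share the wild type arrays, so unchanged groups with the same sharing were simulated 100 times. These groups lack variation that real arrays share across genes, such as a shift of a whole array.

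The alternatives were quantile normalization, centring each array on its median, a filter on genes with a mean of 100 or less, an intensity trend in the variances, an offset of 50 before log2, the mean of a gene's clusters, fits of the 6 arrays compared, the replicate number as a block, each array left out in turn, and unadjusted p. For the size limits they were the median or geometric mean of a group, the lower 90% bound of the ratio, an added unadjusted p, every array beyond the other group, and clusters in place of genes. For the lists they were an estimated correlation, fry, fgsea 1.28.0 on the signal-to-noise ratio with 1000 permutations of gene sets over all genes and over the genes past the size limits, and lists without the members that the study's figures print. For the correlation they were all genes and different wild type arrays for each knockout.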

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

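Of the tests in this part, the correlation with the NK cell list was laid down before its result was seen, while its controls (random sets, scalings and groups left out) and the tests on T cells, other cell types, the NK cell level, dilution and Ly-6Chi monocytes were chosen only after the result they bear on was seen. The paper's text does not discuss these gene groups or Mid1, while its figures print 5 of the interferon-stimulated and 1 of the proliferation genes. All 23 NK cell genes and 11 of 13 NK and T cell signalling genes were higher in Ccr2-/- than in wild type monocytes by limma. The signalling genes included Il12rb2 (2.07-fold, adjusted p = 0.00086), Prkcq (2.05-fold, adjusted p = 0.00139) and Zap70 (2.02-fold, adjusted p = 0.0012), with a median of 2-fold for the list (camera adjusted p = 2.52e-12; adjusted p = 0.139 with an estimated correlation). In Ccl2-/- monocytes none of the signalling genes passed (10 higher adjusted over the list alone and at an unadjusted p under 0.05), with a median of 1.43-fold (camera adjusted p = 1.01e-07; adjusted p = 0.251 with an estimated correlation).

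T cells left in the fraction are argued against, since the T cell list had a mean log2 change of 0.19 (standard error 0.40) where the NK cell list had 0.92 (standard error 0.06), and between arrays of a genotype the NK cell list moved by 0.063 (standard error 0.114) for each unit of the T cell list. At 2 standard errors of both values the T cell list could not account for more than 0.288 of the NK cell list's change, and 0.658 without Ccr2-/- replicate 3, with a lower bound of 0.806 for the change itself. This stands although the T cell list passed some tests in Ccr2-/- monocytes, given among the other observations. For the NK and T cell signalling list T cells cannot be told apart. It was 11.17, 10.97 and 10.86 in Ccr2-/- replicates 1 to 3, where the T cell list was 10.12, 9.62 and 8.76. Between arrays of a genotype it moved by 0.232 (standard error 0.128) for each unit of the T cell list. In Ccl2-/- monocytes it rose by 0.481 (standard error 0.13) while the T cell list changed by -0.247 (standard error 0.173). The part that T cells could account for in Ccr2-/- monocytes, 0.484 of 0.893, was 0.783 and 0.934 without Ccr2-/- replicates 2 and 3. A lower share of monocytes would raise the other cell types alike. A rise as large as that of the NK cell list, shared by the T cell, neutrophil and basophil lists, is argued against. Their 43 genes had a mean log2 change of 0.006 (standard error 0.241), and at 2 standard errors at most 0.488, or 0.719 without Ccr2-/- replicate 2. The mean of each of these lists lies above the median gene in wild type, but some members, such as Cd3d and Ltf, lie below it. The paper names depletion markers for T cells and neutrophils. It names none for basophils or mast cells, which were taken as depleted here. How evenly the antibodies depleted cells was not measured. The B cell, eosinophil, platelet and erythroid lists have means under the median gene and were not used. No listed antibody depletes platelets or erythroid cells, and their lists changed by 0.268 (standard error 0.099) and 0.269 (standard error 0.153). The B cell and eosinophil lists changed by 0.09 (standard error 0.12) and 0.055 (standard error 0.059). For cell types that were not depleted, a lower share of monocytes therefore stays open. No listed antibody depletes NK cells either, so for their genes it stays open as well, and the test does not decide. First bounds for the tests on T cells and other cell types were replaced after their results were seen, that on other cell types more than once. More NK cells in the purified fraction, which CD11b selection would keep and no listed depletion antibody would remove, may account for the rise: 28 genes that the study shows as higher and that are on no NK list moved with the NK cell list between arrays of a genotype, with a median r of 0.869 (exact one-sided permutation p = 0.00463, the smallest of 216 permutations), where 10000 random gene sets gave at most 0.563. The median r was 0.771 after quantile normalization, 0.795 after centring, 0.724 to 0.907 with a genotype left out, and -0.743 for the 43 genes shown as lower. A higher expression of NK cell genes by the monocytes, as a biological hypothesis, cannot be told apart from this, since pooled RNA gives only the mean level, which was already 11.36 on the log2 scale in wild type.

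Of 24 interferon-stimulated genes, 21 fell in Ccr2-/- monocytes (limma), with a median of 0.473-fold (camera adjusted p = 1.46e-19; adjusted p = 0.139 with an estimated correlation), including Oasl1 (0.383-fold, adjusted p = 0.000625), Oasl2 (0.368-fold, adjusted p = 0.000653) and Dhx58 (0.436-fold, adjusted p = 0.000579), while in Ccl2-/- monocytes 1 rose, Xaf1, and the median was 0.89-fold (camera adjusted p = 1.22e-05, 0.0803 without Ccl2-/- replicate 1; adjusted p = 0.47 with an estimated correlation). Dilution of monocyte RNA by NK cell RNA is argued against as the whole cause, since the mean log2 change of the list was -0.95 (standard error 0.08) and that of the pan-monocyte list -0.37 (standard error 0.04). Loss of Ly-6Chi monocytes alone stays open. The change of these genes relative to that of the Ly-6Chi list was 0.321 (standard error 0.306) in Ccl2-/- and 0.798 (standard error 0.136) in Ccr2-/- monocytes. The difference was 0.477 (standard error 0.335). That error treats the ratios as independent, although they share the wild type arrays and both lists are read on the same arrays, so the test does not decide. A weaker response to interferon in the cells themselves may also account for it and was not tested.

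Mid1 was higher in Ccl2-/- monocytes by 4.27 on the log2 scale. Of 10 conventional dendritic cell genes, 5 fell in Ccr2-/- monocytes, Clec10a, Dpp4, Wdfy4, Cd209a and Ciita, with a median of 0.776-fold (camera adjusted p = 0.00422; adjusted p = 0.139 with an estimated correlation), and Cd209a lost its call without wild type replicates 2 or 3 or Ccr2-/- replicate 1 (0.0514 to 0.0579). Of 25 proliferation genes 13 changed in Ccr2-/- monocytes, 12 higher, among them Mcm6 (1.86-fold, adjusted p = 0.0056) and Top2a (1.78-fold, adjusted p = 0.00538, or 0.19 with the mean of its clusters), and 1 lower, Aurkb (0.699-fold, adjusted p = 0.00264), with a median of 1.21-fold (camera adjusted p = 1.05e-08; adjusted p = 0.221 with an estimated correlation). Of 10 heat shock genes 7 rose in Ccr2-/- monocytes, including Hsph1 (2.4-fold, adjusted p = 0.00026) and Hsp90aa1 (1.69-fold, adjusted p = 0.00052), with a median of 1.42-fold (camera adjusted p = 1.18e-06; adjusted p = 0.139 with an estimated correlation). Of 17 lysosomal genes 15 changed in Ccr2-/- monocytes, 14 lower, including the cathepsins Ctsl (0.369-fold, adjusted p = 0.000829) and Ctsh (0.496-fold, adjusted p = 0.000746) and the cholesterol transporter Npc2 (0.567-fold, adjusted p = 0.00053), and 1 higher, Ctsd, which lost its call without wild type replicate 3 (0.0534) or Ccr2-/- replicate 2 (0.05), with a median of 0.69-fold (camera adjusted p = 2.07e-11; adjusted p = 0.146 with an estimated correlation).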

How the results depend on the processing

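The count of genes past limma's test in Ccl2-/- monocytes rests on few arrays, while the direction of the Ccr2-/- changes held under most settings. Of the changes of single genes that the text gives, 24 were called in Ccl2-/- monocytes, of which 2 kept their call under every setting, Mid1 and Dhx40, and 106 in Ccr2-/- monocytes, of which 86 did. No setting reversed the change of a called gene. Over the gene lists and settings, 1061 results kept their direction and their side of the threshold, 119 lost a call, 25 gained one and 33 changed direction. For each value below that moved, the cause was not tested. Fits with arrays left out hold fewer arrays, and counts both fell and rose there. Intensities near background limit dim genes, and the filter on them changed no count by more than 1.5 times. The 6 arrays of a comparison can be split in 10 ways, too few for a share under 0.05: the real split gave 32, 2648 and 718 genes for Ccl2-/- against wild type, Ccr2-/- against wild type and Ccr2-/- against Ccl2-/-, in each case as the 1 split with as many, with at most 0, 0 and 1 in the others, and 21 and 21 lists against wild type, reached by 2 splits in each case, with at most 22 and 21 in the others.

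Genes past limma's test, for Ccl2-/-, Ccr2-/-, the direct comparison and both knockouts in the same direction, were 2613, 4635, 3709 and 1758 at an unadjusted p. An intensity trend gave 366 for Ccl2-/-, 1344 directly and 351 for both, an offset of 50 gave 105 and 98 for Ccl2-/- and both, and fits of the 6 arrays compared gave 2, 17 and 1 for Ccl2-/-, directly and both. Quantile normalization gave 468 directly, and centring gave 1690 for Ccr2-/- and 131 directly. With single arrays left out the counts ranged from 6 to 476 for Ccl2-/-, 1663 to 3479 for Ccr2-/-, 22 to 1189 directly and 4 to 437 for both. The arrays of a number do not pair across genotypes: correlations of deviations from the group means were -0.219 to 0.613 for the same number and -0.718 to 0.592 for other numbers, and no array is a copy of another. With the replicate number as a block there were 7 genes for Ccl2-/-, 167 directly and 5 for both.

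By the size limits, the lower 90% bound gave 344 genes for Ccl2-/-, 1647 for Ccr2-/-, 300 for both and a ratio of 4.79, an added unadjusted p gave 1297 for Ccl2-/- and a ratio of 2.25, every array beyond the other group gave 1188 for Ccl2-/- and a ratio of 2.49, and transcript clusters gave 4296, 5204 and 2070. With single arrays left out, Ccl2-/- ranged from 1093 to 3995, Ccr2-/- from 2941 to 3588, both from 919 to 1555 and the ratio from 0.787 to 2.88. The correlation across genes was 0.586 to 0.703 with single arrays left out, and 0.557, 0.482, 0.408, 0.602, 0.555 and 0.399 with different wild type arrays for each knockout.

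Lists past the test in Ccl2-/- monocytes were 0 with an estimated correlation, 8 by fry and 11 by fgsea over the genes past the size limits, and in Ccr2-/- monocytes 0 with an estimated correlation. With single arrays left out there were 16 to 23 in Ccl2-/- and 20 to 22 in Ccr2-/- monocytes. The Ccl2-/- change of Klf4 ranged from -0.098 to 0.075 with single arrays left out and was -0.119 with centring, and the direct difference in Flt3 from -0.101 to 0.024, with 0.037 after quantile normalization and 0.041 after centring. Lists that changed direction in Ccl2-/- monocytes had, by adjusted p, with single arrays left out 0.857 to 0.994 for the Ccr2 neighbours, 0.663 to 0.976 for angiogenic factors, 0.72 to 0.944 for chemokines, 0.168 to 0.911 for eosinophil, 0.318 to 0.911 for erythroid, 0.0428 to 0.911 for NOD-like receptors and 0.053 to 0.933 for locomotion. In Ccr2-/- monocytes these were 0.224 to 0.91 for basophil and mast cell and 0.247 to 0.951 for chemokine receptors. By fry they were, in Ccl2-/- monocytes, 0.808 for NOD-like receptors and for chemokine receptors, 0.571 for angiogenic factors and 0.948 for the Ccl2 neighbours. By fgsea in Ccl2-/- monocytes they were 0.329 for locomotion and 0.784 for angiogenic factors over all genes. Over the genes past the size limits they were 0.674 for NOD-like receptors, 0.369 for chemokines and 0.42 for locomotion. In Ccl2-/- monocytes the filter on dim genes gave 0.997 for the Ccr2 neighbours, and quantile normalization 0.83 for them and 0.897 for angiogenic factors. Without the members in the study's figures they were 0.655 for monocyte development, 0.92 for wounding and 0.92 for the Ccr2 neighbours in Ccl2-/-, and 0.379 for interferon regulatory factors and 0.549 for chemokines in Ccr2-/- monocytes.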

Differences from the paper's values

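The paper's reported number of genes that differed between Ccl2-/- and wild type monocytes is 808, and 2313 genes were past the size limits of its methods section. Of the alternatives set before the data were examined, requiring every knockout array beyond every wild type array (1188) and leaving out Ccl2-/- replicate 1 (1093) came within 1.5 times of the paper's value, and the other alternatives did not. The paper's reported number of genes altered in both knockouts is 766, against 1189 here. Requiring an unadjusted limma p under 0.05 as well (977), requiring every knockout array beyond every wild type array (918), leaving out wild type replicate 1 (1140) and leaving out Ccl2-/- replicate 1 (919) came within 1.5 times of it, and the other alternatives did not. The paper's reported number of genes altered in Ccl2-/- monocytes alone is 42, against 1124 here. The lower 90% bound of the ratio above 1.2 gave 44, and no other alternative came within 1.5 times. For the genes altered in Ccr2-/- monocytes alone the paper's reported value is 1621 and the value here 1955, which is within 1.5 times.

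The paper gives a larger multiple between the gene counts of Ccr2-/- and Ccl2-/- monocytes than the 1.36 found here. The settings of the size limits nearest to it were leaving out Ccl2-/- replicate 1 (2.88) and requiring every knockout array beyond every wild type array (2.49), and the lower 90% bound gave 4.79. By limma's test the counts were further apart, 2648 in Ccr2-/- and 32 in Ccl2-/- monocytes. The latter was 6 to 476 with single arrays left out. The paper reports lower Flt3 in Ccr2-/- and not in Ccl2-/- monocytes. Here Flt3 fell in both (log2 fold change -0.76 and -0.73, limma adjusted p = 0.00102 and 0.0254), and its Ccl2-/- call was lost under several settings, with an adjusted p of 0.0506 with centring to 0.164 without Ccl2-/- replicate 2.

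The paper describes a shift of its 8 named Ly-6Chi and Ly-6Clo marker genes in Ccl2-/- monocytes. None of the 8 passed limma's test here, while 7 had a change in the stated direction of 0.14 or more on the log2 scale and Klf4 had -0.003. With centring Mr1 had 0.021 and Klf4 -0.119. An intensity trend called Mmp8 (adjusted p = 0.0355), Tgfbr3 (0.0296) and Runx3 (0.0143), and leaving out Ccl2-/- replicate 3 called Irf4 (0.0233) and Runx3 (0.0332). The paper describes the shift as stronger in Ccr2-/- monocytes. For Tgfbr3 the change was smaller in Ccr2-/- than in Ccl2-/- monocytes (direct log2 difference -0.18, adjusted p = 0.33), while for the other 7 genes it was larger. The paper reports few altered pathways in Ccl2-/- monocytes. By camera 21 of 37 hand-written lists were shifted in each knockout, while fry gave 8 and 21, fgsea over the genes past the size limits gave 11 of 28 and 15 of 30, and camera with an estimated correlation gave 0 and 0. The paper names leukocyte locomotion among the pathways deficient in Ccr2-/- monocytes. The locomotion and adhesion list used here had a median of 0.993-fold (camera adjusted p = 0.565), and the 21 measured genes of Fig 5B all fell. That list was hand-written and is not the paper's gene set, so it does not test the paper's result.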

Other observations

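In this part the tests on the chromosome of Ccl2 were chosen only after the result was seen. Further gene groups, not described at the claims, were tested in Ccr2-/- monocytes. Of 9 MHC class II genes 3 fell (5 adjusted over the list alone; median 0.703-fold, camera adjusted p = 0.00237; adjusted p = 0.139 with an estimated correlation), and none passed limma's test in Ccl2-/- monocytes (4 lower at an unadjusted p under 0.05; median 0.912-fold, camera adjusted p = 0.00104; adjusted p = 0.251 with an estimated correlation). Of 17 genes of scavenger receptors and alternative activation 7 fell (8 adjusted over the list alone; median 0.903-fold, camera adjusted p = 0.00137, or 0.0587 without the members that the study's figures print; adjusted p = 0.139 with an estimated correlation). Of 19 angiogenic factor genes 5 fell, Thbs1, Tgfb1, Flt1, Nrp1 and Mmp19 (median 0.973-fold, camera adjusted p = 0.163, and 0.0107 by fgsea over all genes), with Mmp19 lost without wild type replicate 1 or Ccr2-/- replicates 1 or 2 (adjusted p 0.0528 to 0.0625) and Tgfb1 with centring (0.0797). Of 23 oxidative phosphorylation genes 7 fell in Ccr2-/- monocytes (8 adjusted over the list alone; median 0.879-fold, camera adjusted p = 0.000158; adjusted p = 0.267 with an estimated correlation), and of 17 cytoplasmic ribosomal protein genes 2 fell (5 adjusted over the list alone; median 0.916-fold, camera adjusted p = 0.00226; adjusted p = 0.321 with an estimated correlation).

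Among lists of other blood cells in Ccr2-/- monocytes, of 17 B cell genes 1 rose (camera adjusted p = 0.31), of 13 neutrophil genes 2 fell (0.161, and 0.0174 by fry), of 7 plasmacytoid dendritic cell genes 3 fell (0.0771, and 0.0439 without wild type replicate 3), and of 11 platelet genes 2 rose (0.0498, 0.0553 to 0.0916 without most single arrays; adjusted p = 0.641 with an estimated correlation). The neutrophil gene Cd177 fell to 0.26-fold (limma adjusted p = 0.000171). By limma, none of 19 T cell genes (4 higher at an unadjusted p under 0.05), 6 eosinophil genes (0), 11 basophil and mast cell genes (0) and 8 erythroid genes (1) passed, with a camera adjusted p of 0.0503, 0.566, 0.892 and 0.445. The T cell list passed without Ccr2-/- replicate 3 (4e-07), wild type replicate 3 (0.0409) or Ccl2-/- replicate 2 (0.0461), with quantile normalization (0.0345), the filter on dim genes (0.0499) or the replicate number as a block (0.0172), and by fgsea over all genes (0.0173) and over the genes past the size limits (0.00723). In Ccl2-/- monocytes the basophil and mast cell list was lower (median 0.595-fold, 5 genes lower adjusted over the list alone, camera adjusted p = 1.34e-06; adjusted p = 0.251 with an estimated correlation). The sex-linked genes gave a camera adjusted p of 0.362 in Ccl2-/- and 0.565 in Ccr2-/- monocytes.

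Of 30 chromosomal neighbours of Ccr2, 3 rose in Ccr2-/- monocytes, the chemokine receptor Ccr3 (1.95-fold, limma adjusted p = 0.000793), Fyco1 (1.47-fold, adjusted p = 0.00784, 0.075 with centring) and Nbeal2 (1.4-fold, adjusted p = 0.00475), with a camera adjusted p of 0.478. Ccr3 was the 1 gene past the test among the 21 measured genes of the chemokine receptor list, which leaves out Ccr2 itself (camera adjusted p = 0.608). Of 29 neighbours of Ccl2, 5 Schlafen genes, Slfn1, Slfn2, Slfn3, Slfn4 (0.394-fold, adjusted p = 0.00113) and Slfn5 (0.388-fold, adjusted p = 0.000496), which interferon induces, fell in Ccr2-/- monocytes (camera adjusted p = 0.31, and by fgsea 0.0164 over all genes and 0.00723 over the genes past the size limits), and none passed in Ccl2-/- monocytes (3 lower at an unadjusted p under 0.05; camera adjusted p = 0.316). Another Schlafen gene, Slfn8, was not among those called in Ccr2-/- monocytes (log2 11.281 to 11.449 in wild type and 10.939 to 11.227 in Ccr2-/- arrays).

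Of the 32 genes called in Ccl2-/- monocytes, 9 lie on the chromosome of Ccl2, or 28.1% against 7.86% of all genes (one-sided Fisher exact p = 0.000594). Of the genes called in Ccr2-/- monocytes, 7.67% lie on the chromosome of Ccl2 (one-sided Fisher exact p = 0.66). This share of 2646 genes does not tell whether the 9 genes changed in both knockouts, but their own values do. In Ccr2-/- monocytes Itgb3 alone of them did not pass limma's test (adjusted p = 0.382), and Xaf1 changed in the opposite direction. Abca6 (log2 change -1.23 in Ccl2-/- and -2.03 in Ccr2-/-), Abca9 (-0.74 and -1.93), Adam19 (-0.87 and -1.28) and E230016K23Rik (-0.89 and -1.40) fell further there. Hid1 rose alike (0.93 and 0.89), and Dhx40 and Wfdc17 fell less. On the chromosome of Ccr2 lie 5.6% of the genes called in Ccr2-/- monocytes, against 5.85% of all genes. A segment around Ccl2 carried over from another strain may account for genes among the 9, which is a hypothesis. By itself it does not predict a change in Ccr2-/- monocytes. Their median distance from Ccl2 was 439 genes and that of the chromosome's genes 392, while for the 7 that also passed the direct comparison (33.3% of 21 genes, one-sided Fisher exact p = 0.000793) it was 188. Among those 7 are Abca6, Abca9 and E230016K23Rik, which fell further in Ccr2-/- monocytes. The nearness that a segment predicts thus depends on the genes counted, and the test does not decide. A change shared by both knockouts stays open too, since 4 of the 9 genes, Dhx40, Wfdc17, Itgb3 and Xaf1, passed the direct comparison with a smaller or opposite change in Ccr2-/- monocytes, which is fewer than the 5 that would argue against it. The direct call of Wfdc17 was lost without any single array other than wild type replicate 1 and Ccl2-/- replicates 1 and 3 (adjusted p 0.0515 to 0.112) and with centring (0.0612). A first bound for that test, on the direct comparison alone (7 of 9 genes), was replaced after its result was seen, because genes that fell further in Ccr2-/- monocytes pass it too.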
